# Regulation of pDC fate determination by histone deacetylase 3

**DOI:** 10.7554/eLife.80477

**Published:** 2023-11-27

**Authors:** Yijun Zhang, Tao Wu, Zhimin He, Wenlong Lai, Xiangyi Shen, Jiaoyan Lv, Yuanhao Wang, Li Wu

**Keywords:** pDC development, histone deacetylase 3, H3K27ac, Mouse

## Abstract

Dendritic cells (DCs), the key antigen-presenting cells, are primary regulators of immune responses. Transcriptional regulation of DC development had been one of the major research interests in DC biology; however, the epigenetic regulatory mechanisms during DC development remains unclear. Here, we report that *Histone deacetylase 3* (*Hdac3*), an important epigenetic regulator, is highly expressed in pDCs, and its deficiency profoundly impaired the development of pDCs. Significant disturbance of homeostasis of hematopoietic progenitors was also observed in HDAC3-deficient mice, manifested by altered cell numbers of these progenitors and defective differentiation potentials for pDCs. Using the in vitro Flt3L supplemented DC culture system, we further demonstrated that HDAC3 was required for the differentiation of pDCs from progenitors at all developmental stages. Mechanistically, HDAC3 deficiency resulted in enhanced expression of cDC1-associated genes, owing to markedly elevated H3K27 acetylation (H3K27ac) at these gene sites in BM pDCs. In contrast, the expression of pDC-associated genes was significantly downregulated, leading to defective pDC differentiation.

## Introduction

Dendritic cells (DCs) are essential regulators of immune responses. Major DC subsets include conventional dendritic cells (cDCs) and plasmacytoid dendritic cells (pDCs). cDCs are professional antigen-presenting cells that are critical for initiation of antigen specific adaptive immunity and induction of immune tolerance. pDCs are the major producers of large amounts of type I interferon (IFN) during viral infection (Reizis, 2019). In the past decades, the knowledge on the cytokines, transcription factors, and progenitors involved in DC development had been obtained (Nutt and Chopin, 2020; Anderson et al., 2021). However, the role of epigenetic regulation in DC lineage determination and differentiation remains elusive.

The ultimate origin of DCs is the hematopoietic stem cells (HSCs), which give rise to multipotent progenitors (MPPs) with potential to populate entire hematopoietic system. MPPs produce common lymphoid progenitors (CLPs) and common myeloid progenitors (CMPs), which give rise to lymphoid and myeloid lineage cells, respectively. Both CLPs and CMPs have the potential to differentiate into DCs (Sathe et al., 2013; Wu et al., 2001; D’Amico and Wu, 2003; Chicha et al., 2004; Manz et al., 2001). CMPs further develop into common DC precursors (CDPs) with restricted potential for DC lineage differentiation (Naik et al., 2007; Onai et al., 2007), CDPs differentiate into pDCs and pre-cDCs in the bone marrow (Liu and Nussenzweig, 2010; Puhr et al., 2015). The CD115^−^CDP subsets predominantly produce pDCs, while CD115^+^CDP subsets produce more cDCs (Onai et al., 2013). Additionally, the Siglec H^+^Ly6D^+^ subset of LPs (CLPs) exhibits a specific potential to differentiate towards pDCs (Rodrigues et al., 2018; Dress et al., 2019).

Several transcription factors and key regulators have been identified to play important roles in pDC development. Transcription factor TCF4 (E2-2) is highly expressed in pDCs (Nagasawa et al., 2008). Deletion of TCF4 disrupts the development and function of pDCs (Cisse et al., 2008; Ghosh et al., 2010). The development of pDCs also requires PU.1, MTG16, ZEB2, and BCL11A, while expression of ID2 should be repressed (Schlitzer et al., 2011; Carotta et al., 2010; Ghosh et al., 2014; Scott et al., 2016; Wu et al., 2016; Ippolito et al., 2014; Wu et al., 2013; Luc et al., 2016; Nagasawa et al., 2008).

Histone deacetylase 3 (HDAC3) is a key epigenetic regulator orchestrating histone modification and chromatin remodeling (Emmett and Lazar, 2019). Previous studies show that HDAC3 regulates stem cell differentiation (Summers et al., 2013), T and B lymphocyte development (Stengel et al., 2017; Stengel et al., 2019; Stengel et al., 2015; Philips et al., 2016; Hsu et al., 2015), and the function of macrophages (Chen et al., 2012; Nguyen et al., 2020). Generation of DCs in vitro in the presence of pan-HDAC inhibitors reveals that HDAC family members are required for establishing a DC gene network (Chauvistré et al., 2014). However, it remains unknown which HDAC family member plays the major role in the development of DCs.

In this study, we observed a higher expression of *Hdac3* in pDCs compared to that in cDCs. Moreover, the development of pDCs was impaired in HDAC3-deficient mice, mainly due to the altered differentiation potential of pDCs in the HDAC3-deficient DC progenitors. Mechanistically, HDAC3 was required for repressing the H3K27ac level at cDC1-associated gene loci such as *Zfp366*, *Batf3* and *Zbtb46,* etc., thereby repressing the expression of cDC1-associated genes and promoting the differentiation towards pDCs. Together, our study revealed a crucial role of HDAC3 in regulating the development of pDCs from multiple hematopoietic progenitors with DC differentiation potential, and the histone deacetylase activity of HDAC3 is required for this process. Our findings provide novel insights into the epigenetic regulatory mechanisms for pDC development.

## Results

### HDAC3 deficiency resulted in defective development of pDCs

Genome-wide expression dataset ImmGen reveals that among class I HDACs, *Hdac1*, *Hdac2,* and *Hdac3* but not *Hdac8* are highly expressed by most immune cells. *Hdac3* is highly expressed in hematopoietic progenitors such as HSCs and CLP, and pDCs in spleen (Figure 1—figure supplement 1A). Consistently, high expression of Hdac3 was noticed in pDC progenitors, including HSCs, MMP4, CLP and CDPs, and bone marrow pDCs by RNA sequence analysis (Figure 1—figure supplement 1B). Furthermore, *Hdac3* expression in sorted DC subsets analyzed by quantitative real-time PCR (qRT-PCR) showed that pDCs expressed significantly higher levels of *Hdac3* than cDCs (Figure 1—figure supplement 1C). Thus, we speculated that *Hdac3* might play important roles in pDC development or function.

To test the role of HDAC3 in pDC development, *Hdac3*^fl/fl^ mice were crossed with *Rosa26*-CreER^T2^ mice to generate HDAC3 conditional knockout mice (Figure 1—figure supplement 2A). *Hdac3*^fl/fl^ CreER^T2^ mice and *Hdac3*^fl/fl^ controls mice were treated with Tamoxifen (intraperitoneal injection, i.p.) for 5 consecutive days and DC subsets were analyzed 7 days after the last tamoxifen administration (Figure 1—figure supplement 2B). HDAC3 could be efficiently deleted in *Hdac3*^fl/fl^ CreER^T2^ mice (Figure 1—figure supplement 2C–D). Murine pDCs express intermediate levels of CD11c, high levels of B220, CD45RA, Ly6C, and can be defined by specific markers such as Siglec H and PDCA-1 (Anderson et al., 2021), as shown in Figure 1—figure supplement 3. Compared to *Hdac3*^fl/fl^ mice, *Hdac3*^fl/fl^ CreER^T2^ mice showed substantially reduced pDCs and the absolute number decreased about fourfold in BM and spleens (Figure 1A and B). CD11c^hi^ cDCs were also slightly decreased, especially the CD24^+^CD172α^−^ cDC1s, whereas the absolute numbers of CD24^−^CD172α^+^ cDC2s were comparable (Figure 1A and B). To further confirm the number of pDC was reduced, additional pDC surface markers PDCA-1, Ly6C (Figure 1C), B220 and Ly6D (Figure 1—figure supplement 4) were also applied to identify pDC population, and all showed consistent reduction in pDC numbers in BM and spleen of *Hdac3*^fl/fl^ CreER^T2^ mice. pDCs are the major producers of type-I IFN, consistent with the reduction of pDCs in BM and spleen of *Hdac3*^fl/fl^ CreER^T2^ mice, the production of IFN-α by *Hdac3*^fl/fl^ CreER^T2^ bone marrow cells, splenocytes and splenic DCs were also decreased in response to type A CpG ODN stimulation in vitro (Figure 1D). Splenic cDC1 can also be identified using cell surface markers including XCR1 and CD8α. As shown in Figure 1E–G, in accordance with cDC1 identified by CD24, the percentage of splenic cDC1 marked by XCR1 showed little difference in *Hdac3*^fl/fl^ CreER^T2^ mice compared with that of *Hdac3*^fl/fl^ mice. However, the expression of CD8α significantly decreased in HDAC3-deficient splenic cDC1 cells. Taken together, these results demonstrated the requirement of HDAC3 in pDC development in vivo.

**Figure 1.**
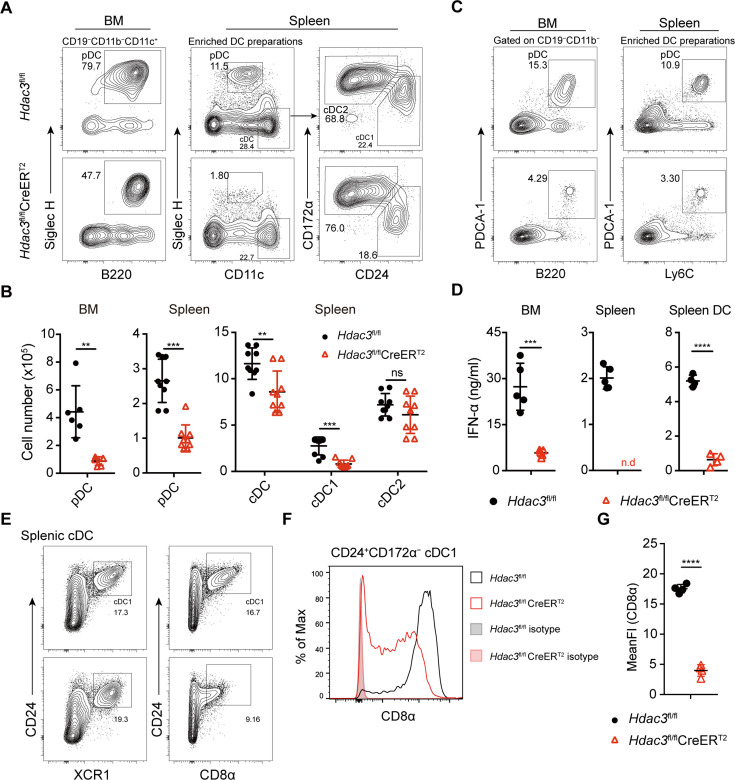
Impaired pDC development in *Hdac3*-deficient mice. (**A–B**) Representative flow cytometry profiles of BM pDCs and splenic DC subsets (**A**) and the absolute numbers of each DC subset of *Hdac3*^fl/fl^ and *Hdac3*^fl/fl^ CreER^T2^ mice (**B**). (**C**) The pDC populations in BM and spleen were defined using a combination of indicated markers. Shown are staining profiles of gated CD11b^−^CD19^−^ cells from the BM and DC enrichment preparations from the spleens. (**D**) IFN-α production by *Hdac3*^fl/fl^ or *Hdac3*^fl/fl^ CreER^T2^ cells in vitro. Total BM cells, splenocytes or purified DC preparations from the spleens were stimulated with CpG ODN 2216, and IFN-α in the supernatants was measured after 18 hr by ELISA. Cells were harvested from 4 to 5 mice each group. (**E**) The cDC1 populations in spleen were defined using a combination of indicated markers. Staining profiles of gated Siglec H^−^CD11c^+^ cells from the spleen are shown. (**F–G**) The expression and mean fluorescent intensities (MFIs) of CD8α in splenic CD24^+^CD172α^−^ cDC1s from *Hdac3*^fl/fl^ and *Hdac3*^fl/fl^ CreER^T2^ mice. Data were pooled from two to three independent experiments, and shown as mean ± SD. * p<0.05; ** p<0.01; *** p<0.001; **** p<0.0001, by two-tailed Student’s *t*-test.

**Figure 1—figure supplement 1.**
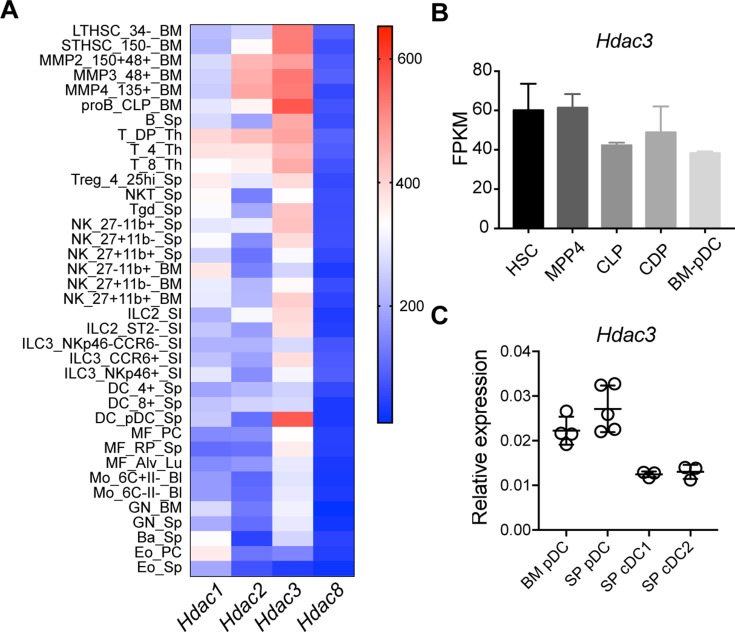
*Hdac3* was preferentially expressed in pDC. (**A**) The expression level of *Hdac3* in murine immune cell types. Shown are the expression profiles of *Hdac3* in the ImmGen mRNA expression database of selected immune cell populations. (**B**) Relative *Hdac3* expression in different hematopoietic progenitors, based on the data from ImmGen. (**C**) Quantification of relative *Hdac3* mRNA levels (mean ± SD) of sorted DC subsets by qRT-PCR. Results are from one experiment representative of two independent experiments, each including 3–5 mice. LT-HSC, long-term hematopoietic stem cell; ST-HSC, short-term HSC; MPP, multipotent progenitor; MEP, megakaryocyte–erythroid progenitor; CLP, common lymphoid progenitor; CMP, common myeloid progenitor; GMP, granulocyte-monocyte progenitors; MDP, monocyte-dendritic cell progenitor; CDP, common dendritic cell progenitor.

**Figure 1—figure supplement 2.**
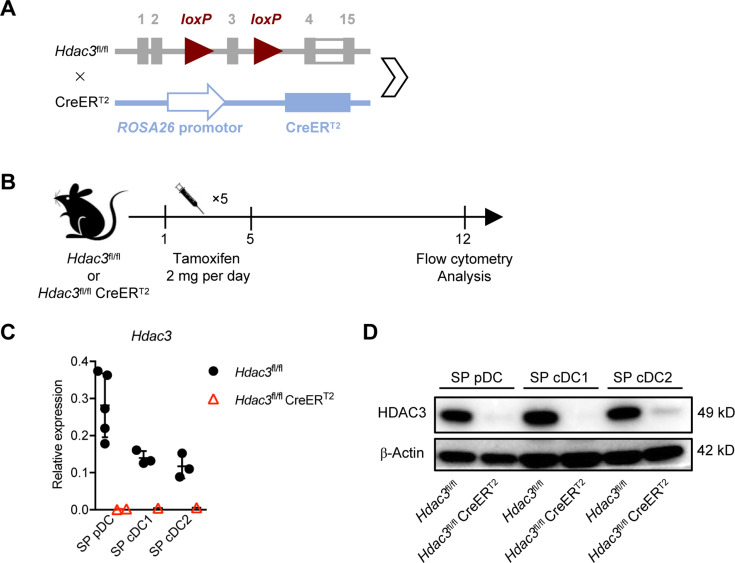
*Hdac3* was efficiently deleted by Tamoxifen treatment in *Hdac3*^fl/fl^ CreER^T2^ mice. (**A–B**) (**A**) Schematic representation for generation of *Hdac3*^fl/fl^ CreER^T2^ mice. (**B**) Schematic diagram of tamoxifen-induced *Hdac3* deletion in *Hdac3*^fl/fl^ CreER^T2^ mice. (**C–D**) Deletion efficiency determined by qRT-PCR (C, mean ± SD of indicated cells from 3 to 4 mice) and Western blot (**D**) for protein levels. Figure 1—figure supplement 2—source data 1.Western blot of HDAC3 knockout efficiency in *Rosa26*-CreERT2 induce HDAC3 conditional knockout splenic DC subsets.

**Figure 1—figure supplement 3.**
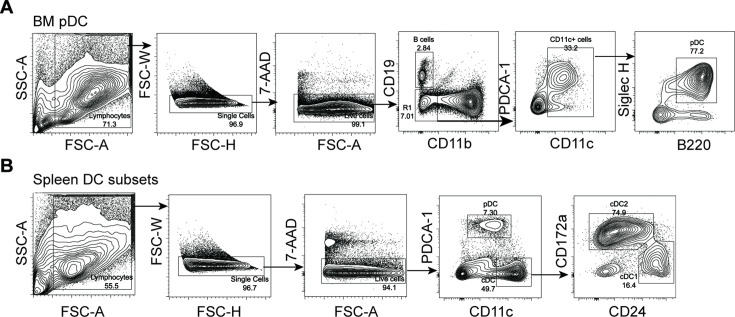
Gating strategy for pDCs and cDCs. (**A**) Identification of pDCs from bone marrow, as CD45^+^CD11b^−^CD19^−^CD11c^int^ PDCA-1^+^B220^+^Siglec H^+^ population. (**B**) Identification of pDCs from spleen. Splenocytes were enriched by deleting indicated lineage cells via antibody cocktail (CD3/CD90/TER-119/Ly6G/CD19) and stained for flow cytometry analysis and sorting of pDCs.

**Figure 1—figure supplement 4.**
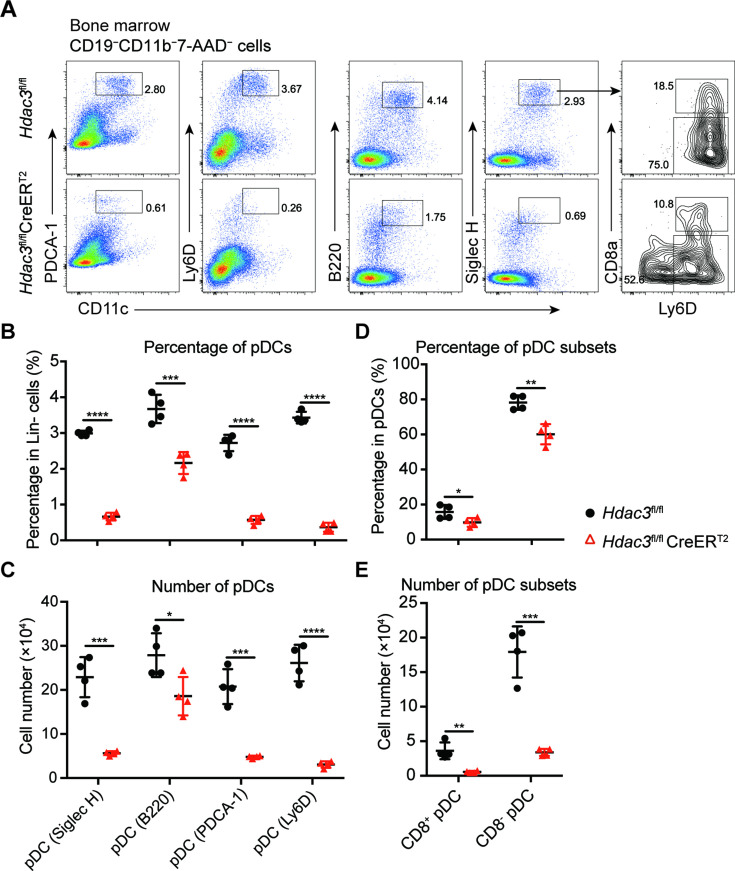
pDC gating by different surface markers. (**A**) Representative flow cytometry profiles of bone marrow pDCs by PDCA-1, Ly6D, B220, Siglec H, and CD8 expression in pDCs. Percentage (**B and D**) and cell number (**C and E**) of pDCs revealed by indicated surface marker, and pDC subsets. Data were pooled from two independent experiments, and shown as mean ± SD. * p<0.05; ** p<0.01; *** p<0.001; **** p<0.0001, by two-tailed Student’s t-test.

### HDAC3 regulated pDC development in a cell-intrinsic manner

To test whether the function of HDAC3 in pDC development is cell-intrinsic, competitive BM chimeric mice were generated with BM cells from CD45.2^+^ *Hdac3*^fl/fl^ or *Hdac3*^fl/fl^ CreER^T2^ mice mixed with CD45.1^+^ WT BM cells at 1:1 ratio. Eight weeks later, the chimeric mice were treated with Tamoxifen and the CD45.2^+^ donor derived DC subsets were analyzed by flow cytometry. The percentage of *Hdac3*^fl/fl^ CreER^T2^ BM-derived CD45.2^+^ cells were significantly lower than those derived from *Hdac3*^fl/fl^ BM, indicating a competitive disadvantage of the HDAC3-deficient BM cells (Figure 2A). The percentage of CD45.2^+^ cells derived from *Hdac3*^fl/fl^ CreER^T2^ donors only represented about 20% in BM and 30% in spleen of the chimeric mice (Figure 2B). Furthermore, the frequency of *Hdac3*^fl/fl^ CreER^T2^ derived BM and splenic pDCs among CD45.2^+^ cells also decreased markedly, whereas the frequency of splenic cDC subsets were not significantly disturbed (Figure 2A–C). Moreover, when the BM cells were cultured in vitro for 5, 7, and 9 days in the presence of FLT3L and 4-hydroxytamoxifen (4-OHT) to induce *Hdac3* deletion in *Hdac3*^fl/fl^ CreER^T2^ BM cells, impaired pDC development from *Hdac3* deleted BM cells was also observed, in line with the results from in vivo study (Figure 2D, E). Meanwhile, cDC1 showed no significant change in percentage, despite of the decrease of cDC2 (Figure 2D, F). These data suggested that HDAC3 regulated pDC development in a cell intrinsic way.

**Figure 2.**
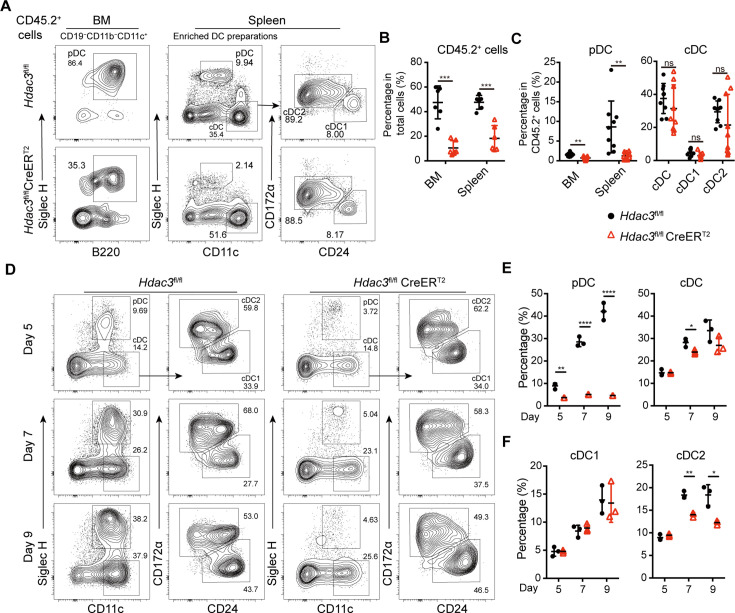
HDAC3 regulated pDC development in a cell-intrinsic manner. Lethally irradiated CD45.1 WT mice were reconstituted with a mixture of CD45.1 WT BM and BM from CD45.2 *Hdac3*^fl/fl^ or *Hdac3*^fl/fl^ CreER^T2^ mice at 1:1 ratio. Eight weeks after reconstitution, *Hdac3* deletion was induced by tamoxifen. (**A–C**) Results shown are staining profiles of gated CD11b^−^CD19^−^CD11c^+^ cells from the BM and enriched DC preparations from the spleens. Representative flow cytometry profiles of CD45.2^+^ donor-derived BM pDCs and splenic DC subsets (**A**), the percentage of CD45.2^+^ cells in BM and spleen (**B**), and the percentage of each DC subset among CD45.2^+^ cells (**C**) in the BM chimeric mice. Results are from one experiment representative of three independent experiments with three animals per group. (**D–F**) Total BM cells were plated at 1.5×10^6^ cells/ml in the presence of 200 ng/ml FLT3L and 1 μM 4-Hydroxytamoxifen (4OH-T). Results shown representative flow cytometry profiles (**D**) and the percentage of DC subsets (**E–F**) of FLT3L stimulated BM cultures on days 5, 7, and 9. Results are from one experiment representative of three independent experiments with three animals per group. Data are shown as mean ± SD. * p<0.05; ** p<0.01; *** p<0.001; **** p<0.0001, by two-tailed Student’s *t*-test.

### HDAC3 deletion led to disturbed homeostasis of early hematopoietic progenitors

To further investigate whether the absence of pDC in HDAC3^-^deficient mice was mainly due to decreased numbers of hematopoietic progenitors or resulted from inability of HDAC3^-^deficient progenitors to differentiate into pDCs, we first examined the composition of BM progenitor populations. BM Lin^−^ cells from *Hdac3*^fl/fl^ control or *Hdac3*^fl/fl^ CreER^T2^ mice after Tamoxifen treatment were analyzed for each progenitor populations. Compared to control mice, the Lin^−^Sca-1^+^CD117^+^ (LSK) cells were increased significantly in *Hdac3*^fl/fl^ CreER^T2^ mice. Further analysis of LSK subpopulations (Klein et al., 2022; Pietras et al., 2015), we found that CD150^−^CD48^−^Flt3^−^ long-term HSC (LT-HSC) and CD150^+^ CD48^−^Flt3^−^ short-term HSC (ST-HSC) were decreased, CD150^+^CD48^+^Flt3^−^ MPP2 and CD150^−^CD48^+^Flt3^−^ MPP3 were dramatically increased, while the CD150^−^Flt3^+^ MMP4 was not significantly changed (Figure 3A–C). Meanwhile, HDAC3 deficiency led to markedly decreased number of Sca-1^−^CD117^+^CD16/32^int^CD34^+^ CMP, while increased number of Sca-1^−^CD117^+^CD16/32^+^CD34^+^ granulocyte-macrophage progenitor (GMP), but comparable number of Sca-1^−^CD117^+^CD16/32^−^CD34^−^ megakaryocyte-erythroid progenitor (MEP) (Figure 3D–F). The major pDC precursor populations are the Sca-1^int^CD117^int^Flt3^+^CD127^+^ CLPs and the CD117^int^Flt3^+^CD127^−^CD11c^−^ CDPs which include both CD115^+^ and CD115^−^ subsets, whereas cDCs are mainly produced by CD115^+^CDP (Rodrigues et al., 2018; Dress et al., 2019; Onai et al., 2007; Onai et al., 2013). HDAC3-deficient mice showed a significant reduction in the numbers of CD115^+^CDP (Figure 3E–G) and CLP (Figure 3A–C), unexpectedly, the number of CD115^−^CDP cells were not significantly changed (Figure 3G). When further analyzed the pre-DCs (Durai et al., 2019; Schlitzer et al., 2015), we found dramatically reduced pre-DC subsets, though the remaining pre-DCs were the cDC1-primed Siglec H^−^Ly6C^−^ population (Figure 3—figure supplement 1).

**Figure 3.**
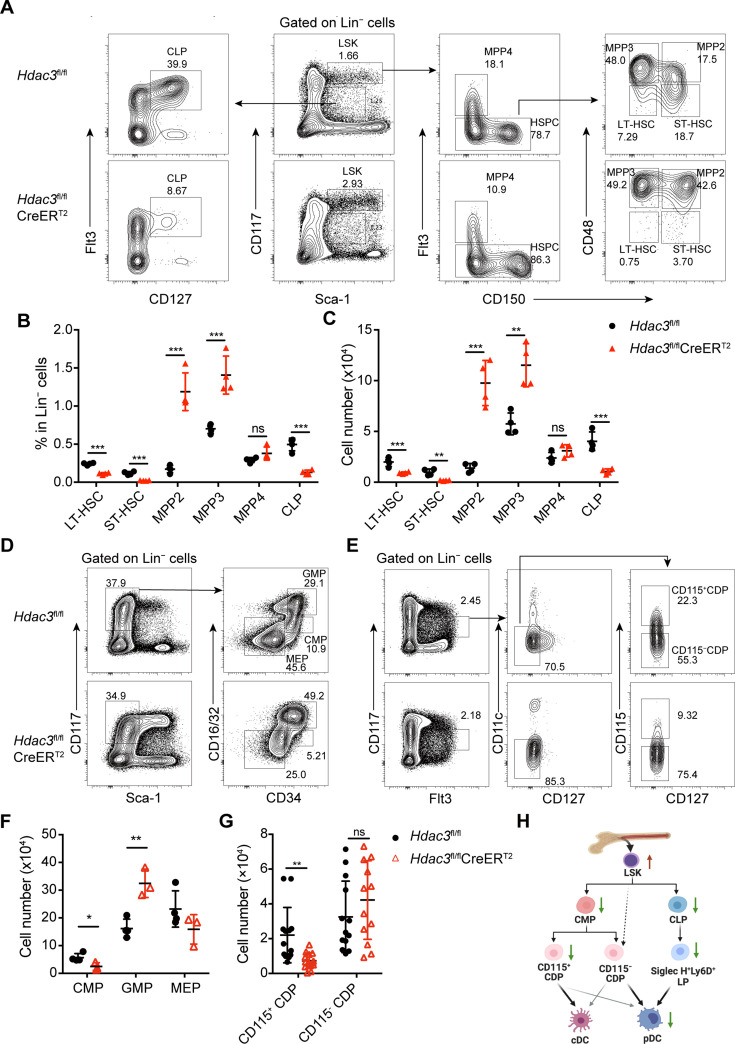
HDAC3 deficiency resulted in altered numbers of DC progenitor populations. (**A to C**) Representative flow cytometry profiles (**A**), the percentage (**B**) and the absolute cell number (**C**) of HSC subsets, MPP subsets and CLPs in *Hdac3*^fl/fl^ or *Hdac3*^fl/fl^ CreER^T2^ mice.(**D–G**) Representative flow cytometry profiles (**D and E**) and the absolute cell number (**F and G**) of CMP, GMP and MEP (**D and F**), and CDP subsets (**E and G**) in *Hdac3*^fl/fl^ or *Hdac3*^fl/fl^ CreER^T2^ mice. (**H**) A schematic diagram summarizing the changes in numbers of progenitors with DC differentiation potential in HDAC3 deficient mice. Data were from one experiment representative of at least two independent experiments with three to four animals per group, and shown as mean ± SD. * p<0.05; ** p<0.01; *** p<0.001; **** p<0.0001, by two-tailed Student’s *t*-test.

**Figure 3—figure supplement 1.**
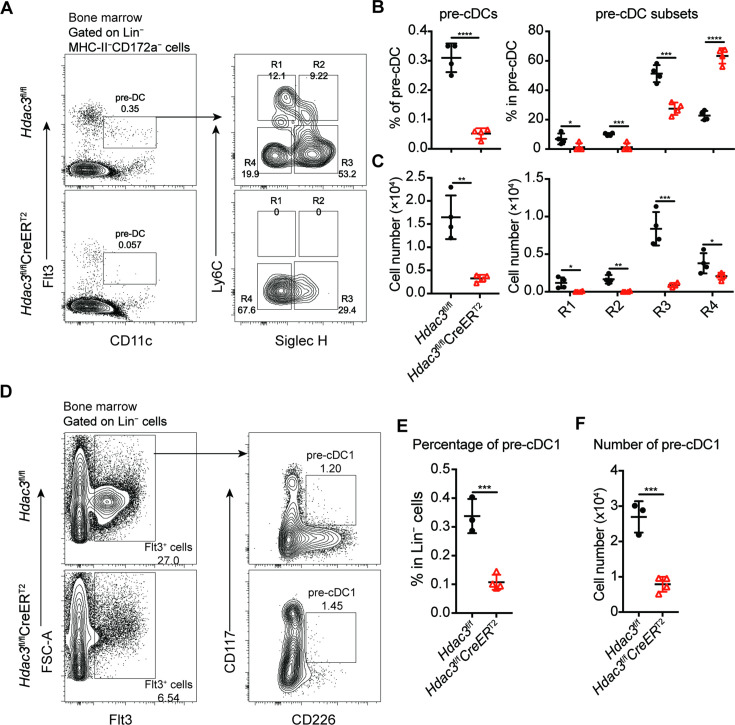
Pre-DC analysis in Hdac3 deficient mice. (**A–C**) Representative flow cytometry profiles (**A**), the percentage (**B**) and absolute number of pre-DCs and their subsets in *Hdac3*^fl/fl^ or *Hdac3*^fl/fl^ CreER^T2^ mice. (**D–F**) Representative flow cytometry profiles (**D**), the percentage (**E**) and the absolute number (**F**) of pre-cDC1 in *Hdac3*^fl/fl^ or *Hdac3*^fl/fl^ CreER^T2^ mice. Data represented two independent experiments and were shown as mean ± SD. * p<0.05; ** p<0.01; *** p<0.001; **** p<0.0001, by two-tailed Student’s *t*-test.

**Figure 3—figure supplement 2.**
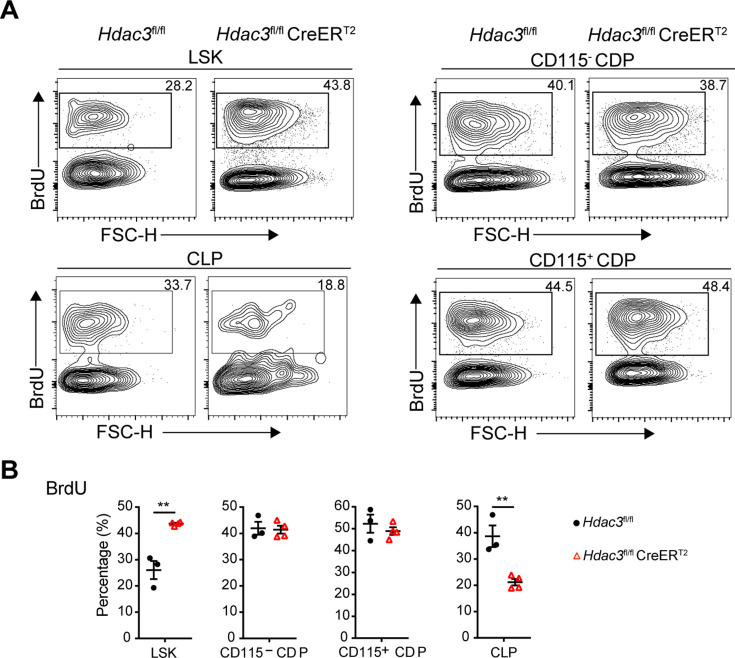
HDAC3 deficiency resulted in disturbed proliferation of DC progenitor cells. (**A**) The representative flow cytometry profiles of BrdU-incorporation assays of indicated progenitor cells from control or HDAC3 knockout group. (**B**) The frequency of BrdU + cells in indicated cell groups. Results are from one experiment representative of at least two independent experiments with three to four animals per group. Data are shown as mean ± SD. * p<0.05; ** p<0.01; *** p<0.001; **** p<0.0001, by two-tailed Student’s *t*-test.

Taken together, apart from the increased number of LSKs, majorly the MPP2 and MPP3, and comparable number of CD115^−^CDPs, most of the other DC progenitors decreased significantly in HDAC3-deficient mice, as shown by the schematic diagram in Figure 3H.

It was reported that HDAC3 was required for the passage of HSCs through regulating S phase and the formation of early lymphoid progenitors (Summers et al., 2013). We then measured the DNA synthesis in the DC progenitor cells during proliferation using BrdU-incorporation assay. Mice treated with Tamoxifen and then injected i.p. with BrdU 24 hr before analysis. Compared with that of control cells, HDAC3-deficiency led to an increased percentage of BrdU-incorporated LSKs, but decreased proportion of BrdU-incorporated CLPs, and comparable ratios of BrdU-incorporated CD115^−^CDPs and CD115^+^CDPs, respectively (Figure 3—figure supplement 2A and B). These results suggested that the disturbed homeostasis of progenitor cells caused by HDAC3 deficiency might mainly due to their altered proliferation rates.

Taken together, the disturbed homeostasis of BM progenitor cells might contribute to the defective pDC development in HDAC3-deficient mice. It remained unclear whether the differentiation potentials for pDCs of these progenitors were also affected by HDAC3 deficiency.

### HDAC3 deficiency abrogated pDC differentiation potential of LSKs and CD115^−^CDPs

As described above, HDAC3-deficient mice exhibited increased numbers of LSK cells and CD115^−^CDPs. To examine whether these increased progenitors could still give rise to pDCs, LSK cells and CD115^−^CDPs were purified from the BM of Tamoxifen treated CD45.2 *Hdac3*^fl/fl^ or *Hdac3*^fl/fl^ CreER^T2^ mice and then transplanted into lethally radiated CD45.1 recipient mice together with CD45.1 total BM competitors (Figure 4A). HDAC3-deficient LSKs and CD115^−^CDPs showed significant competitive disadvantage, revealed by the very low percentage of CD45.2^+^ cells in chimeric mice generated with HDAC3-deficient progenitors compared with that of *Hdac3*^fl/fl^ progenitors (Figure 4B–C). Furthermore, a decreased frequency of pDCs derived from HDAC3-deficient CD115^−^CDP was detected in both BM and spleen, whereas the frequencies of cDC subsets in the spleen were comparable to that derived from control CD115^−^CDP. These results indicated that HDAC3 deficiency in CD115^−^CDPs resulted in severe defect in pDC, but not in cDC development (Figure 4D and E). 

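The genotype of the sorted progenitors was read first from *Hdac3* itself, which encodes the catalytic subunit of the NCoR/SMRT corepressor complex. In LMPPs, *Hdac3* measured 61.4 ± 6.98 FPKM in *Hdac3* fl/fl controls and 13.4 ± 4.95 FPKM in HDAC3-deficient cells (mean ± SD, n = 2 libraries each). The log2 change was −2.20 (SE 0.22; limma with Benjamini-Hochberg correction, adjusted p = 2.2e-05). In CD115-CDPs, the controls were at 48.9 ± 13.2 FPKM and the HDAC3-deficient libraries at 12.1 and 0.93 FPKM. The log2 difference of −3.52 (SE 1.01) did not pass the test (limma, adjusted p = 0.46). It passed at −5.08 without HDAC3-deficient library 1 (adjusted p = 7.3e-14) and at −1.95 without HDAC3-deficient library 2 (adjusted p = 4.9e-08), the remaining library being assumed to vary like the controls. It also passed with a replicate block that pairs libraries of equal number (adjusted p = 1.3e-06), a pairing that nothing in the sources used here states. Only exon 3 is floxed, so transcripts that lack this exon can still be counted, and FPKM is no measure of HDAC3 protein. The other class I deacetylase genes, *Hdac1*, *Hdac2* and *Hdac8*, had no call in either population. *Hdac2* came closest, at −0.61 in LMPPs (adjusted p = 0.054).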

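RNA-seq libraries were made from LMPPs and CD115-CDPs sorted 7 days after the last of 5 days of tamoxifen, with 2 libraries for each genotype and population. The paper calls them duplicate samples, and nothing in the sources used here says that they came from separate mice. All p values therefore measure the spread between these samples, which may be technical. Expression was analysed as log2(FPKM + 0.5) from the authors' gene tables, for genes with at least 1 FPKM in at least 2 of the 4 libraries of a population. Genotypes were compared with limma, and gene lists with camera, which compares the genes of a list with all other genes. Numbers of reads are not given in the sources used here, so the sequencing depth of these libraries is not known. The LMPP libraries correlated across genes at r = 0.985 within the controls and 0.986 within the HDAC3-deficient cells. Among the CD115-CDPs, r was 0.977 within the controls and 0.871 within the HDAC3-deficient cells, whose library 2 had 11288 genes above 0 against 13684 to 15173 in the other libraries.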

To further explore the regulatory role of HDAC3 in these progenitors, we compared gene expression profiles of LMPPs (the Flt3^+^CD34^+^ subset of LSKs) and CD115^−^CDPs from Tamoxifen treated *Hdac3*^fl/fl^ and *Hdac3*^fl/fl^ CreER^T2^ mice by RNA-seq analysis (Figure 4—figure supplement 1). 

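HDAC3-deficient LMPPs lost transcripts of immediate early genes and of stem cell regulators. *Egr1*, a transcription factor gene switched on within minutes of stimulation, fell from 213 ± 36.0 FPKM in controls to 14.7 ± 6.30 FPKM (mean ± SD, n = 2). *Jun*, a subunit gene of the AP-1 factor, fell from 642 ± 62.0 to 66.1 ± 19.7 FPKM. *Hspa1a*, which encodes an inducible chaperone, fell from 872 ± 11.1 to 22.4 ± 10.9 FPKM. Of 12 heat shock genes tested, however, 4 fell, 2 rose and 6 had no call, and 5 fell and 3 rose over the list alone. The heat shock list did not pass (median 0.13, mean −1.23; camera, adjusted p = 0.50), though it passed in 3 of 16 processing settings. *Meis1*, a homeobox gene of stem and multipotent progenitors, fell from 72.1 ± 3.01 to 27.8 ± 3.12 FPKM. *Cdkn1a*, the gene of the cell cycle inhibitor p21, rose from 31.6 ± 3.39 to 88.1 ± 7.11 FPKM. The log2 changes of these single genes ran from −5.34 for *Hspa1a* to 1.47 for *Cdkn1a*, and the largest adjusted p was 1.0e-04 (limma). The largest rise was that of *Trem1*, an activating receptor gene of myeloid cells, from 1.94 ± 0.870 to 17.0 ± 2.69 FPKM.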

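Of 18 immediate early genes tested in LMPPs, 14 fell, 0 rose and 4 had no call, the falls including *Fos* and *Dusp1* (log2 change −2.30 and −2.29). Adjusting over the list alone gave the same counts. The list lay below the other genes (median −1.68; camera, adjusted p = 1.4e-08; adjusted p = 0.60 with an estimated correlation), but did not pass with fry, a rotation test of limma that compares a list with no change rather than with the other genes (adjusted p = 0.074). Of 21 stem and multipotent progenitor genes, 15 fell, 5 had no call, and *Cd48* alone rose, named after its value was seen. When adjusted over the list alone, 19 fell and 1 rose. *Hlf*, whose product sustains stem cells, changed by −2.04 in log2. The stem list lay below the other genes (median −1.15; camera, adjusted p = 1.7e-07; adjusted p = 0.37 with an estimated correlation). Of 30 S phase genes, 10 rose, 0 fell and 20 had no call, with the same counts over the list alone. They included *Ccne1*, the gene of the G1/S cyclin E1 (log2 change 0.92), and the list lay above the other genes (median 0.32; camera, adjusted p = 2.8e-10; adjusted p = 0.37 with an estimated correlation).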

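Of 11146 genes tested in LMPPs, 480 rose and 2096 fell in HDAC3-deficient cells (limma, adjusted p under 0.05). At the thresholds of Fig. 4F, a fold change over 2 and q of at most 0.001, 32 genes rose and 261 fell, 30 and 257 of them with a gene name. The falls made up 81.4% of the calls on the FPKM scale. They made up 70.1% (645 rises and 1513 falls) when the libraries were rescaled by their median ratio, and 52.9% (777 and 874) after quantile normalization. The median log2 change of all genes was −0.23, and it moved to −0.13 and 0.03 with these scalings, so the list tests are relative to this shift. Without control library 1 there were 255 rises and 980 falls, and without control library 2 there were 143 and 703. Without HDAC3-deficient library 1 there were 962 rises, the remaining library being assumed to vary like the controls. When weakly expressed genes were kept there were 50 rises and 451 falls, with 0 and 0 at the thresholds of Fig. 4F, and limma without the trend gave 227 rises and 1892 falls, with 0 and 16 at those thresholds.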

HDAC3 deficiency resulted in down-regulation of 2533 and up-regulation of 206 genes with annotations in LMPPs (Figure 4F). 

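The cell surface protein genes *Itga2b*, *Gp9* and *Cd1d1* were lower in HDAC3-deficient LMPPs. *Itga2b*, the gene of the platelet integrin CD41, fell from 6.74 ± 0.792 FPKM in controls to 1.56 ± 0.0778 FPKM, a log2 change of −1.81 (SE 0.27; limma, adjusted p = 4.6e-04). *Gp9*, a subunit gene of the von Willebrand factor receptor, fell from 13.2 ± 0.714 to 3.75 ± 0.700 FPKM (log2 change −1.70; adjusted p = 2.8e-04). *Cd1d1*, which presents lipids to NKT cells, fell from 41.2 ± 1.68 to 15.1 ± 1.08 FPKM (log2 change −1.42; adjusted p = 1.1e-04). Of 36 hematopoietic lineage receptor and cytokine genes, a list written from general knowledge after the members of the KEGG pathway, 12 fell, 2 rose and 22 had no call. When adjusted over the list alone, 17 fell and 2 rose. The rises were in *Tfrc*, the transferrin receptor gene (log2 change 1.25), and in *Tnf* (0.87), which was named after its value was seen. Calls made up 38.9% of the list and 23.1% of all genes, an odds ratio of 2.12 (95% interval 1.00 to 4.35; Fisher's exact test, p = 0.030). The list also lay below the other genes (median −0.50; camera, adjusted p = 0.014; adjusted p = 0.60 with an estimated correlation). It did not pass without control library 2 (adjusted p = 0.36) or with fry (0.074).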

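Among the single lineages, all 8 megakaryocyte and platelet genes tested fell, over all genes and over the list alone, including *Gp5* (log2 change −2.19). This list lay below the other genes in LMPPs (median −1.93; camera, adjusted p = 6.2e-06; adjusted p = 0.37 with an estimated correlation). Its estimated correlation was −0.018, below the preset 0.01, so the larger p does not come from a higher correlation. Of 6 B-cell genes tested, 0 rose, 2 had no call and 4 fell by either adjustment, namely *Blnk* and *Cd79a* of B-cell receptor signaling, *Igll1* of the surrogate light chain and *Rag2* of receptor gene recombination. *Igll1* changed by −1.88 in log2, whereas *Blnk* and *Rag2* had no call when weakly expressed genes were kept (adjusted p = 0.056 and 0.094), nor did *Cd79a* and *Rag2* after quantile normalization (0.059 and 0.054). The list lay below the other genes (median −1.54; camera, adjusted p = 0.014; adjusted p = 0.60 with an estimated correlation). Of 13 lymphoid priming genes, 6 fell, 6 had no call and *Notch1* alone rose, named after its value was seen, and 9 fell and 1 rose when adjusted over the list alone. That list passed (median −0.60; camera, adjusted p = 0.011; adjusted p = 0.60 with an estimated correlation), but not without control library 1 (adjusted p = 0.12), without control library 2 (0.26), among genes with at least 5 FPKM (0.24) or with fry (0.074). Of 10 erythroid genes, *Car2*, *Gata1* and *Hbb-bs* fell and *Tfrc* rose, and the list did not pass (camera, adjusted p = 0.45). Across 16 processing settings it passed in 3. When adjusted over that list alone, 6 fell and 1 rose. *Gata1* had no call after quantile normalization (adjusted p = 0.37), and *Hbb-bs* none without control library 1 (0.31). Control library 1 held *Hba-a1* at 3700 FPKM against 31.4 to 96.1 FPKM in the other LMPP libraries, a gene chosen after the values were seen.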

KEGG pathway analysis of differentially expressed genes revealed a significant enrichment of genes for hematopoietic lineage pathway (Figure 4G), suggesting that HDAC3 may play important roles in hematopoietic linage cell differentiation. 

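Transcripts that mark pDCs were abundant in control CD115-CDPs. *Siglech*, which encodes an endocytic receptor of pDCs (chromosome 7, 55768178 to 55778925 on GRCm38), measured 136 ± 59.8 FPKM in controls and 20.4 ± 7.66 FPKM in HDAC3-deficient cells (mean ± SD, n = 2). *Ly6d*, a marker of lymphoid-primed progenitors and pDCs (chromosome 15, 74762056 to 74763620), measured 519 ± 82.8 and 33.7 ± 3.36 FPKM. *Ly6c2*, the gene of the surface antigen Ly6C (chromosome 15, 75108158 to 75111970), measured 527 ± 101.1 and 76.7 ± 70.4 FPKM. *Cox6a2*, a cytochrome c oxidase subunit gene (chromosome 7, 128205435 to 128206387), measured 127 ± 13.1 and 41.4 ± 4.59 FPKM. *Cd209a*, the gene of the C-type lectin DC-SIGN (chromosome 8, 3743397 to 3748984), measured 13.7 and 6.59 FPKM in the control libraries and was listed at 0 in both HDAC3-deficient libraries. For each gene, both HDAC3-deficient libraries lay below both controls.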

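In CD115-CDPs, the log2 differences between HDAC3-deficient and control cells were −3.92 for *Ly6d* (SE 0.26), −3.15 for *Ly6c2*, −2.68 for *Siglech* and −1.60 for *Cox6a2*. None passed the test, at adjusted p from 0.11 for *Ly6d* to 0.37 for *Ly6c2*, with 0.23 for *Cd209a* (limma). The differences without HDAC3-deficient library 2 were −4.02 for *Ly6d*, −2.04 for *Ly6c2*, −2.30 for *Siglech* and −1.49 for *Cox6a2*. Of 10832 genes tested, 0 rose and 0 fell by limma, and at an unadjusted p under 0.05 there were 332 rises and 644 falls. No other tool was run on these FPKM values. Without HDAC3-deficient library 2, 599 genes rose and 896 fell, and without HDAC3-deficient library 1, 1608 and 3448, the remaining library being assumed to vary like the controls. Without control library 1 there was 1 rise, and without control library 2 there was 1 fall, that of *Ly6d* (adjusted p = 0.048). Leaving out an HDAC3-deficient library removes the spread between these libraries, so calls in those settings are no evidence for the 5 genes. *Ly6d* also passed after quantile normalization (adjusted p = 0.030). A replicate block that pairs equal library numbers, set before the data were examined, gave 102 rises and 291 falls and called all 5 genes (largest adjusted p = 0.0016, for *Cox6a2*). Nothing in the sources used here says that the numbers pair.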

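Of 24 pDC genes tested in CD115-CDPs, 0 had a call over all genes, and 10 fell and 0 rose when adjusted over the list alone. *Atp1b1*, a sodium pump subunit gene that is high in pDCs, went from 22.6 ± 4.48 FPKM in controls to 0.275 ± 0.389 FPKM. The pDC list lay below the other genes (median −1.52; camera, adjusted p = 3.1e-09; adjusted p = 0.36 with an estimated correlation). Of 10 MHC class II genes, likewise without a call over all genes, 8 fell and 0 rose when adjusted over the list alone. *H2-Aa*, an MHC class II chain gene, went from 179 ± 26.0 to 36.7 ± 2.52 FPKM, and the list lay below the other genes (median −1.38; camera, adjusted p = 1.5e-07; adjusted p = 0.36 with an estimated correlation). With fry, none of the lists passed in CD115-CDPs (smallest adjusted p = 0.069).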

Interestingly, the HDAC3-deficient CD115^−^CDPs showed down regulated expression of genes that are highly expressed in pDC, such as *Siglech*, *Ly6c2*, *Ly6d*, *Cd209a,* and *Cox6a2* (Figure 4H). In addition, myeloid-related genes such as *Mpo*, *Ctsg,* and *Ms4a3* were up-regulated, but pDC-associated genes such as *Siglech*, *Ly6d,* and *Ly6c2* were down-regulated in both LMPP and CD115^−^CDPs (Figure 4I). These results indicated that HDAC3 is crucial for the expression of pDC-associated genes in those progenitors. 

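In HDAC3-deficient LMPPs, the early myeloid genes *Mpo*, *Ctsg* and *Ms4a3* rose, while the pDC-associated genes *Siglech*, *Ly6d* and *Ly6c2* fell. *Mpo*, the myeloperoxidase gene (chromosome 11, 87793581 to 87804413 on GRCm38), rose from 1269 ± 178 FPKM in controls to 2619 ± 145 FPKM (mean ± SD, n = 2). *Ctsg*, the gene of the granule protease cathepsin G (chromosome 14, 56099881 to 56102574), rose from 425 ± 79.3 to 1331 ± 173 FPKM, and *Ms4a3*, a marker of granulocyte and monocyte progenitors (chromosome 19, 11629496 to 11640851), from 21.8 ± 2.26 to 84.7 ± 28.5 FPKM. *Siglech* fell from 2.77 ± 1.65 to 0.235 ± 0.148 FPKM, *Ly6d* from 5.00 ± 1.27 to 0.225 ± 0.0636 FPKM and *Ly6c2* from 56.4 ± 8.99 to 19.0 ± 2.74 FPKM. The log2 changes were 1.05 for *Mpo* (SE 0.25; adjusted p = 0.0080), 1.65 for *Ctsg* (SE 0.21; adjusted p = 1.6e-04) and 1.90 for *Ms4a3* (SE 0.21; adjusted p = 5.1e-05, all by limma). For the pDC transcripts, *Siglech* changed by −2.07 (SE 0.38; adjusted p = 0.0021), *Ly6d* by −2.91 (SE 0.32; adjusted p = 4.4e-05) and *Ly6c2* by −1.54 (SE 0.18; adjusted p = 8.8e-05). *Mpo* did not pass without control library 1 (adjusted p = 0.28), without control library 2 (0.18) or when weakly expressed genes were kept (0.081). Keeping those genes also left *Siglech* without a call (adjusted p = 0.064). Of 21 granulocyte progenitor genes tested in LMPPs, 4 rose, 9 fell and 8 had no call, and 4 rose and 10 fell over the list alone. The list had a median of −0.49 and did not pass (camera, adjusted p = 0.40; adjusted p = 0.60 with an estimated correlation). It passed, below the other genes, without control library 1 (adjusted p = 2.5e-05), control library 2 (1.1e-08) or HDAC3-deficient library 2 (0.019), after quantile normalization (0.032) and with a replicate block that pairs equal library numbers. Fry, against no change, gave 0.043.

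**Figure D1:**
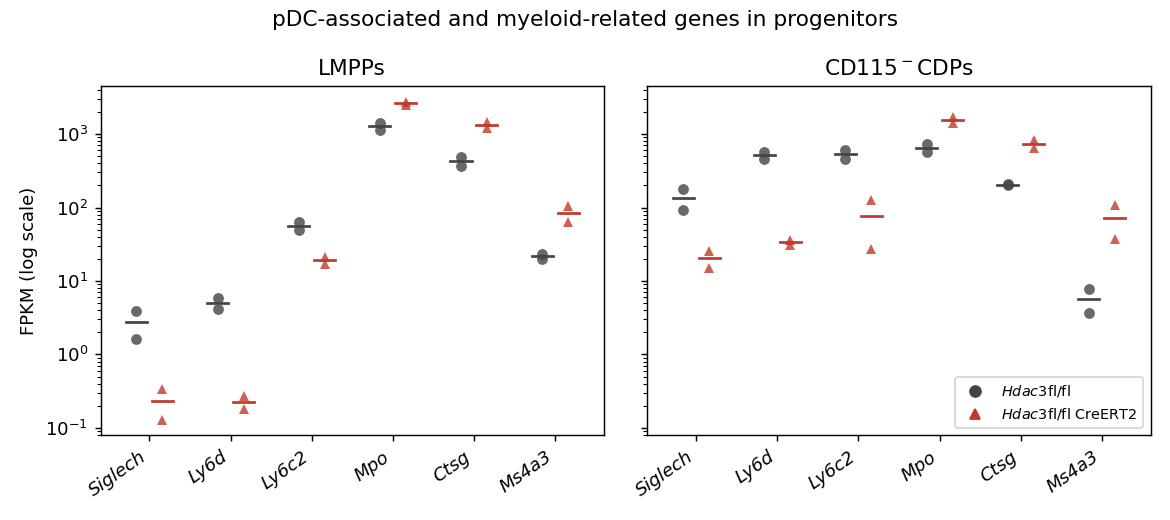
FPKM of *Siglech*, *Ly6d*, *Ly6c2*, *Mpo*, *Ctsg* and *Ms4a3* in LMPPs and CD115-CDPs, on a logarithmic axis. Grey circles are *Hdac3* fl/fl libraries, red triangles are *Hdac3* fl/fl CreER T2 libraries (2 each), and bars are means. In both populations the red triangles lie below the grey circles for the pDC-associated genes and above them for the myeloid-related genes, as for *Ly6d* in CD115-CDPs (33.7 against 519 FPKM) and *Ctsg* in LMPPs (1331 against 425 FPKM).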

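In CD115-CDPs, *Mpo* measured 655 ± 124 FPKM in controls and 1562 ± 211 FPKM in HDAC3-deficient cells, *Ctsg* 204 ± 4.65 and 740.1 ± 125 FPKM, and *Ms4a3* 5.69 ± 2.80 and 72.9 ± 50.5 FPKM. The log2 differences of 1.26, 1.85 and 3.45 did not pass the test (limma, adjusted p = 0.39, 0.23 and 0.26). Without HDAC3-deficient library 2 they were 1.40 for *Mpo*, 2.02 for *Ctsg* and 4.22 for *Ms4a3*. The 3 genes passed with the replicate block (largest adjusted p = 0.0036, for *Mpo*). Of 21 pDC genes tested in LMPPs, 10 fell, 9 had no call, and *Irf8* and *Pld4* rose, named after their values were seen. When adjusted over the list alone, 12 fell and 2 rose. *Lag3*, an inhibitory receptor gene that pDCs also express, fell from 19.3 ± 1.77 to 3.44 ± 0.0778 FPKM. The list lay below the other genes in LMPPs (median −0.72; camera, adjusted p = 0.022; adjusted p = 0.60 with an estimated correlation). It did not pass among genes with at least 5 FPKM (adjusted p = 0.23). Nor did it pass without control library 2, where its median was −0.25 and that of all genes −0.18. Of 10014 genes tested in both populations, 0 rose in both and 0 fell in both, since no gene had a call in CD115-CDPs by limma. There were 159 shared rises and 331 shared falls without HDAC3-deficient CD115-CDP library 2, against 25.4 and 131 expected by chance, and 174 and 753 without library 1, against 66.3 and 545 expected. Across these genes the log2 changes of the populations correlated at r = 0.350.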

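Genes of other myeloid and DC lineages were measured in the same progenitors. In CD115-CDPs, *Batf3*, a transcription factor gene of cDC1 development, went from 23.3 ± 0.191 FPKM in controls to 2.95 ± 0.424 FPKM, and *Id2*, an inhibitor of E proteins, from 113 ± 12.2 to 36.2 ± 6.43 FPKM. Neither passed over all genes (limma, adjusted p = 0.23 and 0.26). Of 16 cDC1 genes tested there, these and *Nfil3* fell when adjusted over the list alone and 0 rose, and the list lay below the other genes (median −1.09; camera, adjusted p = 2.1e-04; adjusted p = 0.36 with an estimated correlation). Of 20 granulocyte progenitor genes in CD115-CDPs, *Nkg7*, *Elane*, *Mpo*, *Ctsg* and *Ms4a3* rose and *Camp* fell over the list alone, with *Camp* named after its value was seen. *Elane*, the neutrophil elastase gene, went from 53.6 ± 0.933 to 191 ± 87.0 FPKM. This list lay above the other genes (median 0.30; camera, adjusted p = 0.0032; adjusted p = 0.58 with an estimated correlation). It did not pass without control library 2, at a median of 0.25, or without HDAC3-deficient library 1, at a median of 0.07. From the expression changes in LMPPs and CD115-CDPs, the paper concludes that HDAC3 is required for pDC-associated genes in these progenitors.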

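In LMPPs, 12 cDC2 genes were tested, of which 7 fell, 0 rose and 5 had no call, including *Klf4*, a transcription factor gene (log2 change −2.11), and *Csf2ra*, the GM-CSF receptor gene (−0.93). When adjusted over the list alone, 8 fell and 0 rose. The list lay below the other genes (median −0.95; camera, adjusted p = 0.014; adjusted p = 0.60 with an estimated correlation), but did not pass without control library 2 (adjusted p = 0.40), among genes with at least 5 FPKM (0.12), with weakly expressed genes kept (0.056) or with fry (0.079). Of 10 cDC1 genes in LMPPs, 5 fell and 0 rose by either adjustment, with *Ppt1*, *Naaa*, *Cd24a* and *Ly75* between −0.95 and −0.51 in log2. These 4 genes had no call without control library 1 (adjusted p = 0.12 to 0.39) or without control library 2 (0.061 to 0.41), and the list did not pass (camera, adjusted p = 0.40). In CD115-CDPs, 9 cDC2 genes were tested, and *Cx3cr1*, *Csf2ra* and *Clec10a* fell over the list alone. That list lay below the other genes (median −0.60; camera, adjusted p = 0.018; adjusted p = 0.36 with an estimated correlation), but did not pass without HDAC3-deficient library 1 (adjusted p = 0.12) or with weakly expressed genes kept (0.17). Of 14 lymphoid priming genes in CD115-CDPs, those that fell over the list alone included *Ly6d*, *Blnk* and *Il7r*, and 0 rose (median −0.77; camera, adjusted p = 4.1e-04; adjusted p = 0.36 with an estimated correlation). *Il7r*, the interleukin 7 receptor gene, went from 12.7 ± 3.08 to 2.19 ± 0.785 FPKM there.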

Overall, these results indicated that HDAC3-deficient LSKs and CD115^−^CDPs were defective to differentiate into pDCs even though with increased cell numbers.

**Figure 4.**
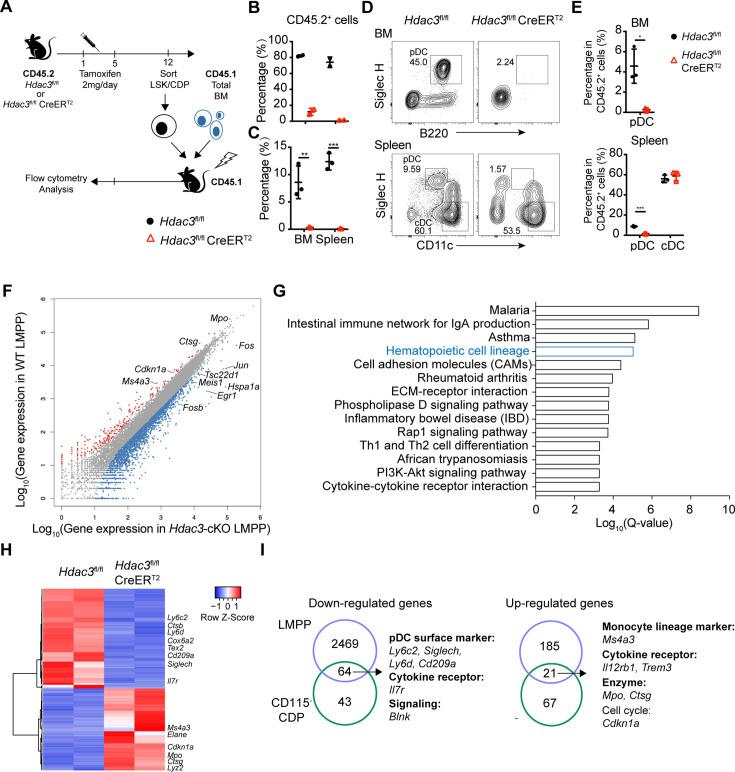
HDAC3 regulated pDC development by modulating the expression of pDC signature genes. (**A**) Schematic diagram of progenitor transplantation experiment. HSCs and CD115^−^CDPs were purified from the BM of *Hdac3*^fl/fl^ and *Hdac3*^fl/fl^ CreER^T2^ mice after tamoxifen treatment, and then transplanted together with CD45.1 BM competitors into lethally irradiated CD45.1 WT mice. Three weeks (LSK) or 10 days (CD115^−^CDPs) post reconstitution, BM and spleen cells from BM chimeric mice were analyzed for pDC and cDC repopulation. (**B–C**) The percentage of CD45.2^+^ cells in BM chimeric mice repopulated with LSK (**B**) or CD115^−^CDP (**C**). (**D–E**) Representative flow cytometry profiles of BM pDCs and splenic DC subsets in CD45.2^+^ cells (**D**) and the percentage of DC subsets among CD45.2^+^ cells in the BM and spleen (**E**) of BM chimeric mice reconstituted with CD115^−^CDPs. Results are from one experiment representative of at least three independent experiments with two to three animals per group. Data are shown as mean ± SD. * p<0.05; ** p<0.01; *** p<0.001; **** p<0.0001, by two-tailed Student’s *t*-test. (**F**) Scatter plot shows the differentially expressed genes (DEGs; Fold Change >2, q-value ≤0.001), which were up-regulated (red) and down-regulated (blue) in *Hdac3*-deficient LMPPs compared with WT LMPPs. Duplicate samples for each genotype were analyzed. (**G**) KEGG pathway analysis of DEGs in *Hdac3*-deficient LMPPs compared with WT LMPPs. Shown are pathways with Q-value ≤0.001. (**H**) Heatmap shows the DEGs (Fold Change >2, q-value ≤0.05) between *Hdac3*-deficient and WT CD115^−^CDPs. Duplicate samples for each genotype were analyzed. (**I**) Common genes down-regulated or up-regulated in *Hdac3*-deficient LMPPs and CD115^−^CDPs compared with those from WT LMPP and CD115^−^CDPs.

**Figure 4—figure supplement 1.**
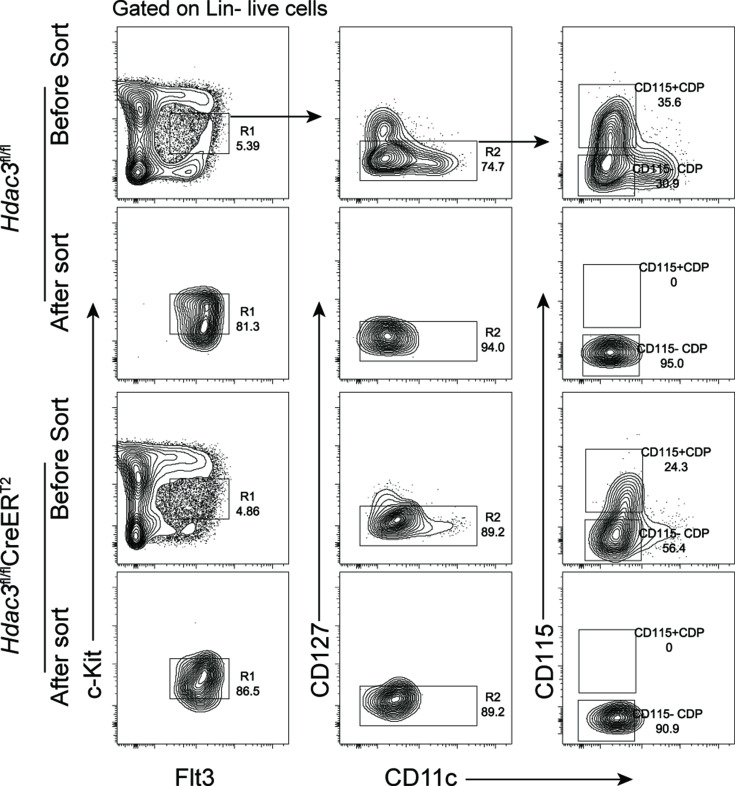
Purity of CD115^−^CDPs after sorting. Representative flow cytometry profile of CDPs in *Hdac3*^fl/fl^ or *Hdac3*^fl/fl^ CreER^T2^ mice before and after sorting.

### HDAC3 was required for pDC development from multiple early hematopoietic progenitors

To further clarify whether HDAC3 is required for pDC development from hematopoietic progenitors at different developmental stages, including Flt3^+^LSKs (LMPPs), Flt3^+^CMPs, CLPs and CDPs, these progenitors from *Hdac3*^fl/fl^ or *Hdac3*^fl/fl^ CreER^T2^ mice (CD45.2^+^) were purified and cultured with CD45.1 BM feeders in vitro in the presence of FLT3L and 4OH-T. Both pDCs and cDCs generated from HDAC3-deficient LMPPs decreased significantly. Whereas HDAC3-deficient Flt3^+^CMPs, CLPs, CD115^+^CDPs and CD115^-^CDPs all showed profound defective pDC development in vitro, with no or slight reduction in cDC development (Figure 5A–B). We further analyzed the *Hdac3*^fl/fl^ *Itgax*-Cre mice, in which *Hdac3* was selectively deleted after CDP stage in CD11c^+^ cells (Figure 5—figure supplement 1A and B, Figure 5—figure supplement 1—source data 1), to evaluate whether a later stage deletion of *Hdac3* would affect DC development in vivo. As shown in Figure 5—figure supplement 1C, D, pDCs and cDCs could develop normally in the spleen of *Hdac3*^fl/fl^ *Itgax*-Cre mice.

**Figure 5.**
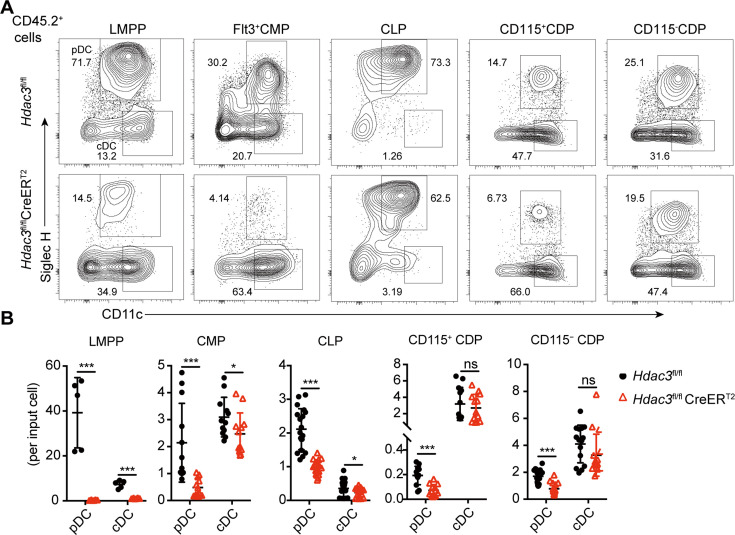
The development of pDCs from BM progenitors required HDAC3. The progenitor populations Flt3^+^ HSCs, Flt3^+^ CMPs, CLPs, and CDPs, were isolated from BM of *Hdac3*^fl/fl^ or *Hdac3*^fl/fl^ CreER^T2^ mice, and cocultured with CD45.1 BM feeder cells in the presence of FLT3L with 1 μM 4OH-T. Representative flow cytometry profiles (**A**) and the number of DCs generated in each FLT3L stimulated culture per indicated input progenitor (**B**). Data were pooled from two to three independent experiments, and shown as mean ± SD. * p<0.05; ** p<0.01; *** p<0.001; **** p<0.0001, by two-tailed Student’s *t*-test.

**Figure 5—figure supplement 1.**
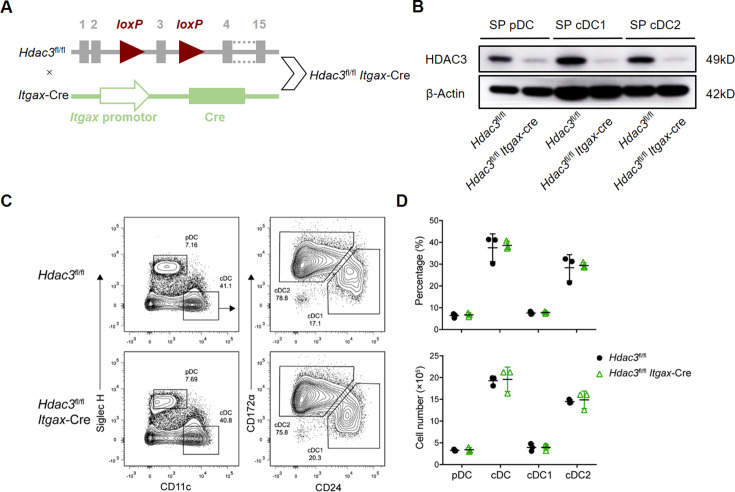
HDAC3 was dispensable for Terminal differentiation of DCs. (**A**) Schematic representation of the generation of *Hdac3*^fl/fl^ *Itgax*-Cre mice. (**B**) HDAC3 deletion efficiency determined by Western blot. (**C–D**) Representative flow cytometry profiles of splenic DC subsets (**C**) and the absolute numbers of each DC subset of *Hdac3*^fl/fl^ and *Hdac3*^fl/fl^ *Itgax*-Cre mice (**D**). Results are from one experiment representative of three independent experiments with 3 mice per group (mean ± SD of 3 mice). Figure 5—figure supplement 1—source data 1.Western blot of HDAC3 knockout efficiency in Itgax-Cre induce HDAC3 conditional knockout splenic DC subsets.

Taken together, these results demonstrated that HDAC3 was required for pDC development from all early progenitors with DC differentiation potential, but dispensable for the later pDC differentiation.

### Deacetylase activity of HDAC3 was essential for its role in regulating pDC development

HDAC3 has been reported to be a dichotomous transcriptional activator and repressor during the activation of macrophages by LPS, with a non-canonical deacetylase-independent function to activate gene expression (Nguyen et al., 2020). To determine whether the deacetylase activity of HDAC3 is important for its role in regulating pDC development, the HDAC3 selective inhibitor RGFP966 (Malvaez et al., 2013) was added into FLT3L stimulated BM culture system. At low concentration, RGFP966 could efficiently inhibit the differentiation of pDCs but not for cDCs. At higher concentration, it exhibited cellular toxicity, evidenced by the dramatic reduction in total cell numbers (Figure 6A and B). This result suggested that HDAC3 deacetylase activity was required preferentially for pDC development. The highly conserved tyrosine residue (Y298) in HDAC3 is located within the active site and is required for HDAC3 catalytic activity. HDAC3 (Y298F) mutant contains a tyrosine-to-phenylalanine substitution at residue 298, which inactivates HDAC3 deacetylase catalytic activity but not the interaction with NCoR/SMRT (Sun et al., 2013). The isolated Lin^−^ BM cells from *Hdac3*^fl/fl^ or *Hdac3*^fl/fl^ CreER^T2^ mice were transduced with empty control vector (GFP), wild-type HDAC3 (WT) or HDAC3 (Y298F) mutant encoding retrovirus, to further confirmed the requirement of HDAC3 deacetylase activity in pDC development (Figure 6C). The amount of HDAC3 (Y298F) protein was comparable to those of HDAC3 (WT) in each group. The development of pDC from HDAC3-deficient Lin^−^ BM cells could be partially rescued by transducing the wild-type HDAC3. However, transduction of the deacetylase-inactivated HDAC3 (Y298F) mutant did not restore pDC development from HDAC3-deficient Lin^−^ BM cells (Figure 6D and E). Together, these results indicated that the deacetylase activity of HDAC3 is essential for its role in regulating the development of pDCs.

**Figure 6.**
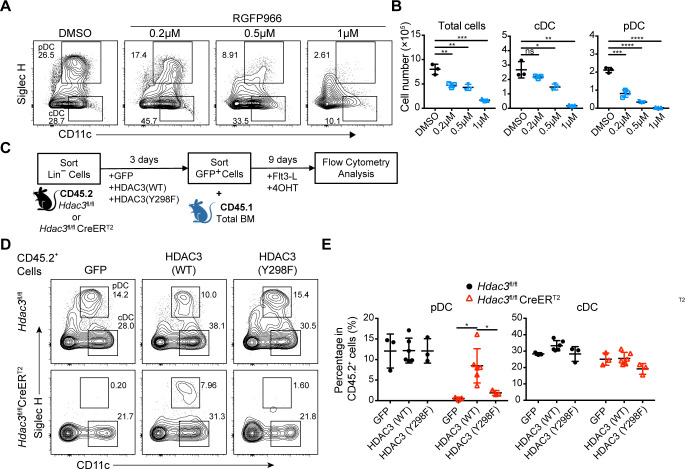
Deacetylase-dependent regulation of pDC development by HDAC3. (**A–B**) Total BM cells were plated at 1.5×10^6^ cells/ml in the presence of 200 ng/ml FLT3L and indicated concentration of RGFP966, a selective HDAC3 inhibitor. Representative flow cytometry profiles (**A**), and the absolute number of total cells， pDC and cDC (**B**) generated in FLT3L stimulated BM cultures on day 9. Results are representative of at least 2 independent experiments with 3 mice per group. (**C**) BM Lin^−^ cells were transfected with empty (GFP), HDAC3-GFP (WT) and deacetylase-inactivated HDAC3-GFP (indicated as HDAC3(Y298F)) and cultured in the presence of FLT3L for 9 days. (**D–E**) Representative flow cytometry profiles (**D**), the percentage (**E**) of DCs generated in FLT3L stimulated cultures from retrovirus-transfected CD45.2^+^ BM Lin^−^ cells. Results are representative of at least two independent experiments with 3–6 duplicated wells per group. Data are shown as mean ± SD. * p<0.05; ** p<0.01; *** p<0.001; **** p<0.0001, by two-tailed Student’s *t*-test.

### HDAC3 regulated H3K27 acetylation level of cDC-associated genes

To explore the mechanism of HDAC3 regulation in pDC development, we compared gene expression profiles of BM pDCs from *Hdac3*^fl/fl^ and *Hdac3*^fl/fl^ CreER^T2^ mice. 

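Loss of *Hdac3* transcripts was read first in the BM pDCs. *Hdac3* fell from 38.4 ± 0.785 FPKM in *Hdac3* fl/fl controls to 15.7 ± 0.177 FPKM in HDAC3-deficient cells (mean ± SD, n = 2), a log2 change of −1.15 (SE 0.09; edgeR quasi-likelihood test with Benjamini-Hochberg correction, adjusted p = 1.1e-04). *Hdac2*, its class I relative, changed by −0.36 (adjusted p = 0.026), but had no call without control library 1 (adjusted p = 0.073) or control library 2 (0.21). *Hdac1* and *Hdac8* had no call. The libraries were 2 per genotype, with 1.81e+07 to 1.85e+07 counts each and correlations of r = 0.995 within the controls and 0.988 within the HDAC3-deficient cells. Of 12716 genes tested, 2753 rose and 2858 fell at an adjusted p under 0.05, and 1127 rises and 709 falls were by more than 2-fold. The falls made up 50.9% of the calls, 64.9% (3847 falls and 2080 rises) when counts were scaled by library totals alone, and 66.3% (3696 and 1881) with limma on FPKM. The median log2 change of all genes was −0.01 and moved to −0.14 and −0.15 with these scalings. Without control library 1 there were 1531 rises and 1395 falls, and without control library 2 there were 1440 and 1310, the remaining library being assumed to vary like the HDAC3-deficient ones.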

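Among the largest changes in BM pDCs, *Ccr1*, a chemokine receptor gene of myeloid cells, rose from 0.270 ± 0.0566 FPKM in controls to 22.5 ± 8.03 FPKM in HDAC3-deficient cells. *Cd22*, a sialic acid-binding receptor gene of B cells, rose from 7.11 ± 0.742 to 185 ± 6.15 FPKM. *Gpr25*, an orphan receptor gene, fell from 16.1 ± 1.26 to 0.60 ± 0.0141 FPKM, and *Egfr*, the epidermal growth factor receptor gene, from 11.2 ± 0.106 to 0.530 ± 0.495 FPKM. Their log2 changes were 6.51, 4.82, −4.61 and −4.28 (edgeR, largest adjusted p = 2.7e-04).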

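Genes of cell division rose in HDAC3-deficient BM pDCs, while transcripts that define pDCs fell. *Top2a*, which untangles chromosomes before division, rose from 42.8 ± 1.19 FPKM in controls to 151 ± 9.68 FPKM (mean ± SD, n = 2), and *Aurka*, a spindle kinase gene, from 11.2 ± 0.587 to 47.6 ± 1.31 FPKM. *Rrm2* rose from 22.1 ± 0.566 to 63.8 ± 1.48 FPKM, and the inhibitor gene *Cdkn1a* from 3.73 ± 0.156 to 34.98 ± 6.55 FPKM. All 30 mitosis genes tested rose, over all genes and over the list alone, among them *Cenpe* and *Kif20a* (log2 change 1.90 and 2.29). The mitosis list lay above the other genes (median 1.47; camera, adjusted p = 4.6e-53; adjusted p = 0.16 with an estimated correlation). Of 30 S phase genes, 28 rose, 0 fell and 2 had no call, and 29 rose when adjusted over the list alone. *Cdc6* and *Cdt1*, which load the replicative helicase, changed by 1.78 and 1.87, and the list lay above the other genes (median 1.19; camera, adjusted p = 6.6e-25; adjusted p = 0.16 with an estimated correlation). Transcript levels do not measure how many cells were dividing.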

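*Tcf4*, the gene of the E protein that maintains pDC identity (chromosome 18, 69343356 to 69689079 on GRCm38), fell from 251 ± 13.7 FPKM in controls to 159.9 ± 23.7 FPKM in HDAC3-deficient BM pDCs. *Siglech* fell from 1927 ± 34.3 to 900.0 ± 63.6 FPKM and *Ly6d* from 1617 ± 147 to 292 ± 21.7 FPKM. *Ly6c2* fell from 1309 ± 5.36 to 515 ± 34.7 FPKM, and *Ly6c1* (chromosome 15, 75044018 to 75048830) from 18.7 ± 0.735 to 10.9 ± 0.665 FPKM. These neighbors are so alike in sequence that short reads can be shared between them. The log2 changes were −0.62 for *Tcf4* (SE 0.13; edgeR, adjusted p = 0.0079), −1.05 for *Siglech* (SE 0.10; adjusted p = 3.0e-04) and −2.33 for *Ly6d* (SE 0.11; adjusted p = 3.3e-05). *Ly6c2* changed by −1.21 (SE 0.09; adjusted p = 9.4e-05) and *Ly6c1* by −0.64 (SE 0.12; adjusted p = 0.0055). Without control library 2, *Tcf4* had no call at −0.53 (adjusted p = 0.10), nor did *Ly6c1* at −0.63 (0.056). Of 28 pDC genes tested, 18 fell, 9 had no call, and *Cbfa2t3* alone rose, from 47.7 ± 3.25 to 82.3 ± 6.51 FPKM. When adjusted over the list alone, 19 fell and 1 rose, and the list lay below the other genes (median −0.63; camera, adjusted p = 1.7e-09; adjusted p = 0.46 with an estimated correlation).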

Consistent with RNA-seq results obtained from progenitors, HDAC3-deficient pDCs showed enhanced enrichment of cell-cycle and cell proliferation process (Figure 7—figure supplement 1 and Supplementary file 1), however, down-regulated pDC signature genes such as transcription factor *Tcf4* and pDC surface molecules *Siglech, Ly6c1, Ly6c2,* and *Ly6d* (Figure 7A–D). Among up-regulated genes in HDAC3-deficient pDCs, some genes were required in cDC1 development, such as *Spi1* (Dakic et al., 2005; Carotta et al., 2010; Chopin et al., 2019), *Zfp366* (Zhang et al., 2021), *Batf3* (Hildner et al., 2008; Grajales-Reyes et al., 2015) and *Id2* (Jackson et al., 2011; Schlitzer et al., 2015). 

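*Spi1*, which encodes PU.1 (chromosome 2, 91082390 to 91115756 on GRCm38), rose from 52.3 ± 8.28 FPKM in *Hdac3* fl/fl controls to 147 ± 40.9 FPKM in HDAC3-deficient BM pDCs (mean ± SD, n = 2). *Zfp366*, the gene of the repressor DC-SCRIPT (chromosome 13, 99184823 to 99250656), rose from 0.0300 ± 0.0141 to 1.55 ± 0.156 FPKM. *Batf3*, an AP-1 family factor gene (chromosome 1, 191097847 to 191108945), rose from 0.240 ± 0.226 to 6.00 ± 1.65 FPKM. *Id2*, whose product blocks E proteins such as that of *Tcf4* (chromosome 12, 25093799 to 25097140), rose from 7.66 ± 0.163 to 81.1 ± 30.5 FPKM. The log2 changes were 1.64 for *Spi1* (SE 0.21; edgeR, adjusted p = 9.5e-04) and 5.72 for *Zfp366* (SE 0.44; adjusted p = 1.1e-04). *Batf3* changed by 4.73 (SE 0.55; adjusted p = 6.1e-04) and *Id2* by 3.55 (SE 0.28; adjusted p = 1.3e-04). *Zfp366* and *Batf3* were below 1 FPKM in controls, so the sizes of their changes are uncertain.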

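Of 21 cDC1 genes tested in BM pDCs, 10 rose, 5 fell and 6 had no call, with the same counts over the list alone. The rises included *Rab7b*, a GTPase gene of the endosome (log2 change 3.74). The falls were in *Cadm1*, *Cd36*, *Nfil3*, *Tlr3* and *Ppt1*, named after their values were seen. *Cadm1*, an adhesion gene of cDC1s, fell from 9.19 ± 0.948 to 0.765 ± 0.573 FPKM. *Xcr1*, the chemokine receptor gene that marks mature cDC1s and was also chosen after values were seen, measured 0.810 ± 0.0566 and 0.770 ± 0.0424 FPKM and had no call. The cDC1 list lay above the other genes (median 0.64; camera, adjusted p = 2.2e-04; adjusted p = 0.48 with an estimated correlation).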

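Markers that separate cDCs from pDCs were measured in the same BM pDC libraries. *Zbtb46*, a zinc finger gene restricted to the cDC lineage among immune cells (chromosome 2, 181387762 to 181459426 on GRCm38), rose from 1.34 ± 0.163 FPKM in controls to 10.4 ± 2.19 FPKM in HDAC3-deficient cells. *Clec9a*, the gene of a receptor for dead cells (chromosome 6, 129408862 to 129424763), rose from 48.8 ± 3.44 to 202 ± 7.94 FPKM. The log2 changes were 3.43 (SE 0.23; edgeR, adjusted p = 6.6e-05) and 2.18 (SE 0.10; adjusted p = 3.3e-05). *Itgam*, the gene of CD11b, rose from 3.44 ± 0.905 to 49.4 ± 7.90 FPKM. Of 14 cDC2 genes, 4 rose and 4 fell by either adjustment, with *Itgam* and *Notch2* (1.35) among the rises and *Mgl2* (−3.25) and *Clec10a* (−2.02) among the falls. This list did not pass (camera, adjusted p = 0.54). Of 10 MHC class II genes, *H2-Ob*, *H2-DMb2* and *Ciita* rose by either adjustment and 0 fell, and the list lay above the other genes (median 0.27; camera, adjusted p = 0.0086; adjusted p = 0.46 with an estimated correlation).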

Specific marker of cDC specification *Zbtb46* (Meredith et al., 2012a; Meredith et al., 2012b) and the surface molecule highly expressed by cDC1, such as *Clec9a* were also up-regulated in HDAC3-deficient pDCs. These results displayed a cDC-biased transcriptional profile in HDAC3-deficient pDCs.

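Genes of other lineages moved in the same BM pDCs. *Il7r* fell from 83.2 ± 1.29 FPKM in controls to 15.2 ± 5.64 FPKM, and *Rag1*, the recombinase gene of lymphoid cells, from 0.55 ± 0.0707 to 0.0450 ± 0.0354 FPKM. Of 17 lymphoid priming genes, 7 fell, 2 rose and 8 had no call, and 7 fell and 3 rose over the list alone. The rises over all genes were in *Bach2* and *Satb1*, named after their values were seen. The list lay below the other genes (median −0.08; camera, adjusted p = 0.025; adjusted p = 0.46 with an estimated correlation), but did not pass among genes with at least 5 FPKM (adjusted p = 0.10), without a filter on counts (0.11) or with limma on FPKM (0.53). Of 18 erythroid genes, 8 rose, 9 had no call, and *Tfrc* alone fell, named after its value was seen. Over the list alone, 9 rose and 1 fell. *Car1*, a carbonic anhydrase gene of early erythroid cells, rose from 4.53 ± 0.339 to 31.2 ± 4.72 FPKM. This list lay above the other genes (median 1.46; camera, adjusted p = 0.0086; adjusted p = 0.71 with an estimated correlation). It did not pass among genes with at least 5 FPKM (adjusted p = 0.20) or with fry (0.24). Nor did it pass without HDAC3-deficient library 1, where its median was 0.25. From these profiles, the paper describes a cDC-biased expression profile of HDAC3-deficient pDCs.

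**Figure D2:**
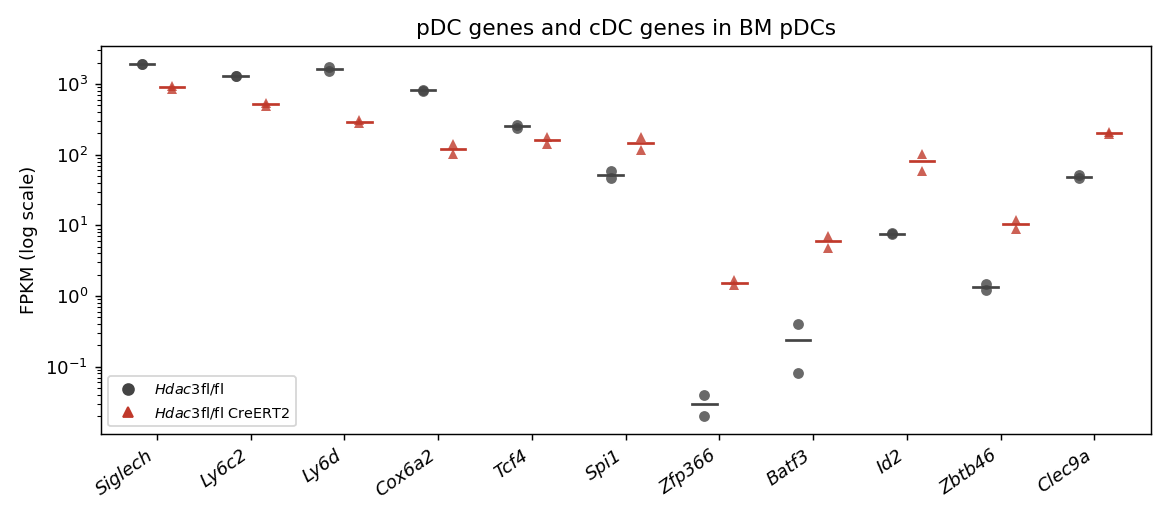
FPKM of pDC genes and cDC genes in BM pDCs, on a logarithmic axis. Grey circles are *Hdac3* fl/fl libraries, red triangles are *Hdac3* fl/fl CreER T2 libraries (2 each), and bars are means. The red triangles lie below the grey circles from *Siglech* to *Tcf4*, as for *Cox6a2* (121.5 against 813 FPKM), and above them from *Spi1* to *Clec9a*, as for *Id2* (81.1 against 7.66 FPKM).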

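Of 60 hematopoietic lineage receptor and cytokine genes tested in BM pDCs, 22 rose, 9 fell and 29 had no call, and 23 rose and 9 fell over the list alone. *Kit*, the stem cell factor receptor gene, changed by 2.60 and *Cd33*, a myeloid lectin gene, by 3.47 in log2. The list lay above the other genes (median 0.35; camera, adjusted p = 1.8e-04; adjusted p = 0.46 with an estimated correlation). Calls made up 51.7% of it and 44.1% of all genes, an odds ratio of 1.36 (95% interval 0.789 to 2.33; Fisher's exact test, p = 0.24). Of 21 granulocyte progenitor genes, 7 rose and *Cebpd* alone fell by either adjustment, with *Ctsg* at 1.13 and *Ms4a3* at 1.07. That list did not pass (camera, adjusted p = 0.16).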

**Figure 7.**
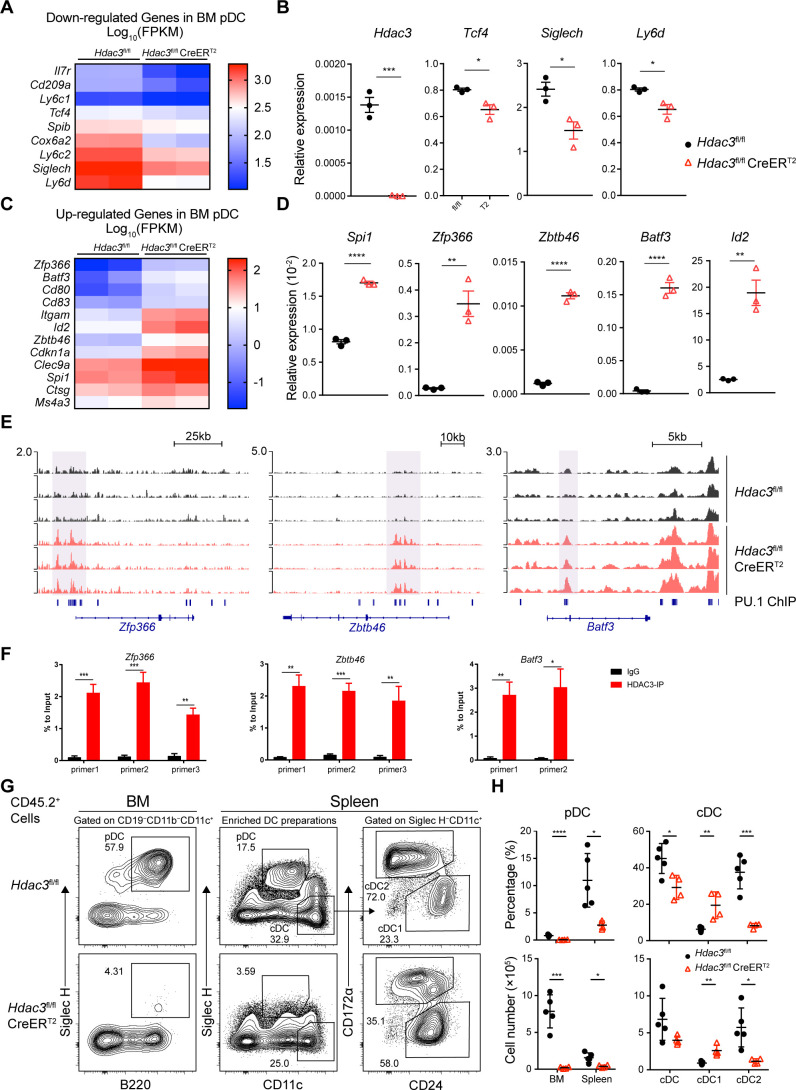
HDAC3 repressed H3K27ac around PU.1-binding sites at cDC genes loci. (**A–D**) Up-regulated and down-regulated DEGs (Fold Change >2, q-value ≤0.05) in *Hdac3*-deficient BM pDCs compared with WT pDCs, determined by RNA-seq analysis (**A, C**) and confirmed by qRT-PCR (**B, D**). (**E**) Sequencing tracks of CUT&Tag analysis, with anti-H3K27ac antibody, of BM pDC sorted from *Hdac3*^fl/fl^ and *Hdac3*^fl/fl^ CreER^T2^ mice. Loci of cDC transcription factor *Zfp366*, *Zbtb46*, *Batf3* are displayed. (**F**) ChIP-qPCR validation of HDAC3 binding sites in BM pDCs on *Zfp366*, *Zbtb46*, *Batf3* loci identified in CUT&Tag analysis. Representative data of two independent experiments with similar pattern. (**G–H**) Lethally irradiated CD45.1 WT mice were reconstituted with BM alone from CD45.2 *Hdac3*^fl/fl^ or *Hdac3*^fl/fl^ CreER^T2^ mice. Eight weeks after reconstitution, *Hdac3* deletion was induced by Tamoxifen and BM cells and splenocytes were analyzed after three weeks. Representative flow cytometry profiles of CD45.2^+^ BM pDCs and splenic DC subsets (**G**), the percentage of DC subsets among CD45.2^+^ cells and absolute cell number (**H**) in BM chimeric mice. The staining profiles of pDC and cDC subsets on gated CD45.2^+^CD11b^−^CD19^−^CD11c^+^ cells from the BM and CD45.2^+^ enriched DC preparations from the spleens are shown. Results are from one experiment representative of three independent experiments with four to five animals each group. Data are shown as mean ± SD. * p<0.05; ** p<0.01; *** p<0.001; **** p<0.0001, by two-tailed Student’s *t*-test.

**Figure 7—figure supplement 1.**
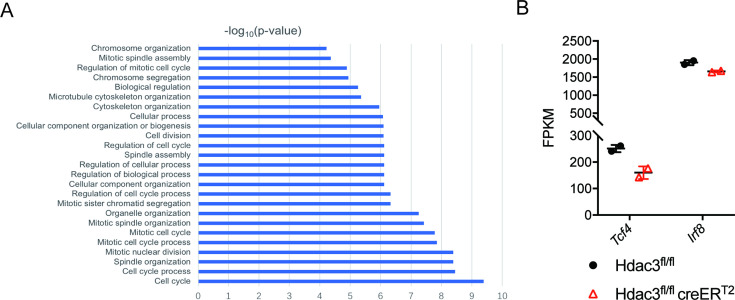
HDAC3 deficiency increased the cell-cycle related genes. (**A**) Enrichment analysis of genes increased in Hdac3 deficient bone marrow pDCs. (**B**) Tcf4 and Irf8 expression in *Hdac3* deficient BM pDCs revealed by RNA-seq analysis.

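The transcription factor genes of pDCs moved by different amounts in the same cells. *Irf8*, which drives DC development, measured 1903 ± 69.9 FPKM in controls and 1658 ± 26.8 FPKM in HDAC3-deficient BM pDCs (mean ± SD, n = 2) and had no call (log2 difference −0.06, SE 0.10; edgeR, adjusted p = 0.63). *Spib*, an ETS factor gene of pDCs, measured 439.7 ± 13.3 and 337 ± 18.53 FPKM and had no call over all genes (log2 difference −0.25; adjusted p = 0.056), though it passed over the list of pDC genes alone. *Bcl11a*, which acts upstream of *Tcf4*, had no call (adjusted p = 0.31). *Zeb2*, a repressor gene of the cDC1 fate, changed by −0.51 (adjusted p = 0.0044), but had no call without control library 1 (adjusted p = 0.061) or control library 2 (0.053). Enrichment among annotated pathways was not analysed here.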

**Figure 7—figure supplement 2.**
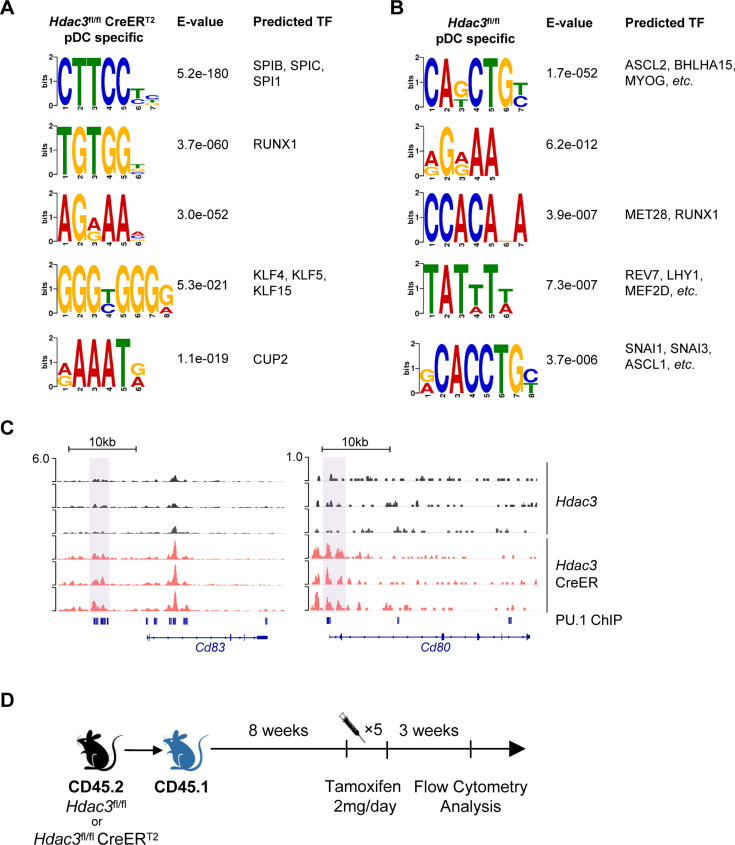
**HDAC3 regulated H3K27ac around PU.1-binding sites at cDC genes loci**. (**A and B**) Identification of sequence motifs enriched in different H3K27ac regions in BM pDCs of *Hdac3*^fl/fl^ (**A**) and *Hdac3*^fl/fl^ CreER^T2^ (**B**) mice. Statistics were analyzed with DREME and Tomtom Top motifs are shown. (**C**) Sequencing tracks of CUT&Tag with anti-H3K27ac antibody of BM pDC sorted from *Hdac3*^fl/fl^ and *Hdac3*^fl/fl^ CreER^T2^ mice. Loci of cDC surface marker *Cd83* and *Cd80*. (**D**) Schematic diagram of generation of BM chimeric mice. Total BM cells from *Hdac3*^fl/fl^ and *Hdac3*^fl/fl^ CreER^T2^ mice were transplanted into lethally irradiating CD45.1 WT mice. BM chimeric mice were injected with Tamoxifen to induce *Hdac3*-deletion in hematopoietic system and sacrificed 3 weeks after the last injection.

HDAC3 associates with NCoR/SMRT to form co-repressor complex and represses gene expression by suppressing histone acetylation modifications. To examine whether the up-regulated genes in HDAC3-deficient pDCs were repressed by HDAC3, we explored H3K27ac level in BM pDCs from *Hdac3*^fl/fl^ and *Hdac3*^fl/fl^ CreER^T2^ mice using CUT&Tag analysis. Motif analysis of unique H3K27ac peaks in HDAC3-deficient pDCs showed that these regions were significantly enriched with motifs recognized by PU.1 (SPI1) (Figure 7—figure supplement 2A and B). PU.1 promotes cDC development while repress pDC development by activating *Zfp366* expression (Chopin et al., 2019). HDAC3-deficient pDCs showed enhanced H3K27ac level around PU.1-binding region at cDC1-associated gene loci, including transcription factor *Zfp366*, *Zbtb46*, *Batf3* and cDC surface molecule *CD80*, *CD83* gene loci (Figure 7E, Figure 7—figure supplement 2C). The binding of HDAC3 on the gene loci of the transcription factors *Zfp366*, *Zbtb46*, *Batf3* were further confirmed by ChIP-qPCR analysis in BM pDCs. As shown in Figure 7F, significantly higher enrichments of HDAC3 on the sites of *Zfp366*, *Zbtb46*, *Batf3* loci than that of IgG control were observed. Since systemic Tamoxifen-induced *Hdac3* deletion in *Hdac3*^fl/fl^ CreER^T2^ mice led to death within 8~9 days, we generated BM chimeric mice by transplanting BM cells from untreated CD45.2 *Hdac3*^fl/fl^ or *Hdac3*^fl/fl^ CreER^T2^ mice into lethally irradiated CD45.1 WT recipient. Eight weeks after reconstitution, recipient mice were treated with Tamoxifen, and DC subsets from BM chimeric mice were analyzed 3 weeks later to test the long-term DC differentiation ability of HDAC3-deficient progenitors (Figure 7—figure supplement 2D). Analysis of CD45.2^+^ donor cells showed that pDC development from *Hdac3*^fl/fl^ CreER^T2^ BM cells were severely defective. Meanwhile, the percentage and absolute number of splenic cDC1 derived from *Hdac3*^fl/fl^ CreER^T2^ BM cells were increased, while that of cDC2 were decreased (Figure 7G and H). Taken together, these results suggested that HDAC3 could repress cDC1-associated gene expression through histone deacetylation and thereby promoted the expression of pDC-associated genes and subsequent pDC development.

## Discussion

In this study, we identified HDAC3 as a key epigenetic regulator for pDC development, evidenced by the absence of pDCs in BM and spleens of the HDAC3-deficient mice. Further investigation revealed that HDAC3 deficiency resulted in disturbed homeostasis of BM hematopoietic progenitors with DC differentiation potential. Moreover, we showed that HDAC3 was required for pDC differentiation from all early progenitors with DC differentiation potential. Mechanistic study by RNA-seq analysis comparing the gene expression profiles of the major progenitor populations and BM pDCs from HDAC3-deficient and control mice revealed significant downregulations of pDC-associated gene expression and upregulations of cDC1-associated genes. To further clarify how HDAC3 regulated the expression of these genes, we performed CUT&Tag analysis and ChIP-qPCR analysis. The results suggested that HDAC3 regulated the acetylation of H3K27 at cDC1-associated gene loci, thereby repressed the expression of cDC1-associated genes and promoted the expression of pDC-associated genes and subsequent differentiation of the progenitors towards pDCs. Consistently, HDAC3 deficiency resulted in decreased expression of pDC-associated genes and profound defect in pDC development. Thus, our study revealed a novel epigenetic regulatory role of HDAC3 in pDC development.

The development of DCs from hematopoietic progenitors is precisely orchestrated. We observed that deletion of *Hdac3* resulted in marked decrease in the numbers of CMPs, CLPs and CD115^+^CDPs, which partially accounted for the reduced pDC generation, whereas the numbers of HDAC3-deficient LSKs, especially MPP2 and MPP3, were significantly increased. However, despite the increase in the numbers, their abilities to differentiate into pDCs were severely impaired. The reduction in the number of CLP and increase in the number of LSKs in HDAC3-deficient mice were in line with the results of the BrdU incorporation analysis that showed a reduced DNA replication in HDAC3-deficient CLPs and an increased DNA synthesis in HDAC3-deficient LSKs. The incorporation level of BrdU in HDAC3-deficient and control CD115^+^CDPs and CD115^-^CDPs were comparable, though the number of HDAC3-deficient CD115^+^CDPs was reduced. 

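*Csf1r*, the gene of the M-CSF receptor CD115 (chromosome 18, 61100598 to 61132149 on GRCm38), measured 139 and 95.3 FPKM in control CD115-CDPs and 64.7 and 21.5 FPKM in HDAC3-deficient CD115-CDPs. The means were 117 ± 31.1 and 43.1 ± 30.6 FPKM, and the log2 difference of −1.61 (SE 0.55) did not pass the test (limma with Benjamini-Hochberg correction, adjusted p = 0.51). It was −0.83 without HDAC3-deficient library 2 and −2.40 without HDAC3-deficient library 1. *Csf1r* passed with a replicate block that pairs libraries of equal number, a pairing that nothing in the sources used here states. These cells were sorted as negative for CD115, so the transcript was measured in cells chosen for lacking its protein. In BM pDCs, *Csf1r* rose by 1.18 in log2 (edgeR, adjusted p = 0.0051).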

Considering that total number of CDPs did not change significantly, and a decrease of *Csf1r* (coding CD115) expression could be observed in RNA-seq analysis of the HDAC3-deficient CDPs. These results suggested that the reserved number of CD115^-^CDPs might be due to the downregulation of *Csf1r* expression in CD115^+^CDPs. Overall, these results suggested that HDAC3 regulated different hematopoietic progenitors with different regulator mechanisms.

Cell fate determination is a key process during cell development, in which transcription factors play important roles. Recent studies reported PU.1-DC-SCRIPT-IRF8 axis as an important transcriptional pathway that regulated the fate determination between pDC and cDC1. PU.1 can activate *Zfp366* (encodes DC-SCRIPT) expression and DC-SCRIPT enhanced the expression of *Irf8* and thereby promoted the development and function of cDC1 (Zhang et al., 2021). Loss of DC-SCRIPT leads to defective differentiation of cDC1 and an enhanced development of pDC (Chopin et al., 2019). These studies demonstrated that cell fate determination of cDC1 versus pDC was regulated in a mutually restrictive manner. In line with this, we also observed in the BM chimeric mice that HDAC3-deficient BM cells generated decreased number of pDCs but increased number of cDC1 compared to that derived from wildtype BM 3 weeks after Tamoxifen treatment, suggesting that HDAC3 may be involved in the fate determination of pDCs versus cDC1. This was confirmed by RNA-seq and qRT-PCR analysis of the residual HDAC3-deficient BM pDCs that showed down-regulation of pDC-signature genes such as *Tcf4, Siglech* and up-regulation of cDC1-associated genes, including *Zfp366*, *Id2* and *Batf3*, indicating that HDAC3 may promote pDC differentiation by repressing the expression of cDC1-associated genes. Further Cut & Tag analysis indicated that HDAC3-KO resulted in enhanced H3K27ac on *Zfp366*, *Zbtb46* and *Batf3* loci, and ChIP-qPCR analysis verified the binding of HDAC3 on these sites. Taken together, our study defined an essential role of HDAC3 in the regulation of pDC versus cDC1 lineage determination and revealed a new epigenetic regulatory mechanism for pDC development.

pDCs are the major producers of type I interferon and are involved in the development of some autoimmune diseases (Reizis, 2019). In this study we also found that HDAC3 specific inhibitor RGFP966 could efficiently block pDC generation in vitro, it therefore might serve as a potential therapeutic agent for pDC related diseases. Further investigation is warrant to evaluate this potential. Taken together, our study defined an essential role of HDAC3 in the regulation of pDC versus cDC lineage differentiation, and revealed a new epigenetic regulatory mechanism for pDC development.

## Materials and methods

### Mice

All mice used in this study were C57BL/6 background. B6N-Tyr^c-Brd^*Hdac3*^tm1a(EUCOMM)Wtsi^/Wtsi mice were gifts from Prof. Fang-Lin Sun (Tongji University), FLP-DELETER mice: B6.129S4-*Gt(ROSA)26Sor^tm1(FLP1)Dym^*/RainJ (JAX:009086, gain from Biocytogen, Beijing, China) widely expressed of the FLPe variant of the *Saccharomyces cerevisiae* FLP1 recombinase gene driven by the Gt(ROSA)26Sor promoter. 

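*Hdac3* lies on the minus strand of chromosome 18, from 37935844 to 37955016 on GRCm38. Its transcript Hdac3-201 has 15 exons and 2032 nucleotides. Exon 3 spans 37952471 to 37952613, which is 143 base pairs. Division of this length by 3 leaves a remainder of 2, so a transcript that joins exon 2 to exon 4 is out of frame. The qRT-PCR forward primer TGATCGTCTTCAAGCCTTAC matches nucleotides 237 to 256 of the transcript and spans exons 2 and 3. The reverse primer TTGGTGAAACCCTGCATAT matches nucleotides 333 to 351 within exon 3. Both primers therefore need exon 3, whereas gene-level RNA-seq values also count reads from the remaining exons.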

*Hdac3*^tm1a(EUCOMM)Wtsi^/Wtsi were crossed with FLP-DELETER mice to remove the neomycin (Neo) cassette flanked by two FRT sites, thus generating *Hdac3*^flox/flox^ (*Hdac3*^fl/fl^) with *Hdac3* exon 3 floxed by a pair of loxP site. *Itgax*-Cre mice were gifts from Prof. Nan Shen (Shanghai Jiao Tong University) and B6.129-*Gt(ROSA)26Sor^tm1(cre/ERT2)Tyj^*/J (*Rosa26*-CreER^T2^) mice were purchased from The Jackson Laboratory. *Hdac3*^fl/fl^ mice were crossed with *Itgax*-Cre or *Rosa26*-CreER^T2^ mice to generate *Hdac3*^fl/fl^*Itgax*-Cre mice and *Hdac3*^fl/fl^ CreER^T2^ mice. Mice were bred and maintained in a specific pathogen-free (SPF) animal facility at Tsinghua University, with 12/12 hr light/dark cycle, at 22–26°C and sterile pellet food and water and libitum. All animal procedures were performed in strict accordance with the recommendations and approval of the Institutional Animal Care and Use Committee at Tsinghua University.

### Cell isolation and flow cytometry

For flow cytometry, BM cells and spleens were collected. Spleens were then minced into fine pieces and digested with Collagenase III (1 mg/ml, Worthington) and DNase I (0.1 mg/ml, Roche) in RPMI-1640 for 30 min at room temperature with rotating. Erythrocytes were removed by using Red Cell Removal Buffer (0.168 M NH4Cl). Cell suspensions were filtrated through a 70 μm cell strainer. BM cells or splenocytes were then separated by density gradient centrifugation over 1.086 g/mL or 1.077 g/mL Nycodenz respectively (Sigma-Aldrich). The cell fraction harvested from the interface between fetal bovine serum (FBS) and Nycodenz was then incubated with antibody cocktail. In this study, we used two different panels of antibody cocktails, one for Lin- cells, including mAbs against: CD2/CD3/TER-119/Ly6G/B220/CD11b/ CD8/CD19; the other for DC enrichment, including mAbs to CD3/CD90/TER-119/Ly6G/CD19. Cells were washed and incubated with BioMag Goat Anti-Rat IgG (Bangs Laboratories) on ice. Beads were then removed using magnetic separator. Cell suspensions were incubated with homemade anti-CD16/32 antibody or Rat Gamma Globulin (Jackson ImmunoResearch) for blocking and then stained with fluorochrome-conjugated monoclonal antibodies against CD45, CD11c, Siglec-H, B220, PDCA-1, CD45RA, Ly6C, CD8α, CD172α, XCR1, and CD24, and with 7-AAD or Flexible viability dye eFluor506 to distinguish and exclude dead cells. Cells were analyzed on the LSR Fortessa instrument (Becton Dickinson), and data were analyzed with FlowJo X software (TreeStar). Cell sorting was performed with a FACS Aria III cell sorter (Becton Dickinson) for subsequent experiments. Antibodies are listed in Table 1.

**Table 1.** Reagents.

Antibody	Clone	Source
CD45	30-F11	BioLegend
CD45.1	A20	BioLegend
CD45.2	104	BioLegend
CD19	EBio103	eBioscience
B220 (CD45R)	RA3-6B2	eBioscience
CD3ε	145–2 c11	eBioscience
CD4	GK1.5	eBioscience
CD8α	53–6.7	BioLegend
CD11b	M1/70	eBioscience
CD11c	N418	eBioscience
Siglec H	eBio440C	eBioscience
PDCA-1 (CD317)	927	BioLegend
XCR1	ZET	BioLegend
CD205	205yekta	eBioscience
CD24	M1/69	BioLegend
CD127 (IL-7Rα)	A7R34	BioLegend
CD117 (c-Kit)	ACK2	BioLegend
CD115 (c-fms)	AFS98	BioLegend
FLT3 (CD135)	A2F10	eBioscience
Sca-1 (Ly-6A/E)	D7	eBioscience
CD34	RAM34	eBioscience
CD16/32	93	BioLegend

### FLT3L stimulated bone marrow culture

DC generation by FLT3L stimulated BM cultures were performed based on the original protocol reported by Naik et al., 2005. Briefly, total BM cells were plated at 1.5×10^6^ cells/ml in RPMI-1640 complete medium, in the presence of 200 ng/ml FLT3L (PeproTech) and 1 μM 4-Hydroxytamoxifen (Sigma-Aldrich). Cells were harvested and analyzed on day 5–9. To generate DCs from progenitors in vitro, the progenitor populations LMPPs (10^3^), Flt3^+^ CMPs, CLPs, and CDPs (10^4^), were isolated and cocultured with 1.5×10^4^ CD45.1 BM feeder cells in the presence of 200 ng/ml FLT3L with 1 μM 4-Hydroxytamoxifen. Cells were harvested and analyzed on day 4 (for CLPs or CDPs), day 5 (for CMPs) or day 9 (for LMPPs).

### Bone marrow reconstitution

To generate mixed BM chimeras, 1×10^6^ CD45.2 *Hdac3*^fl/fl^ or *Hdac3*^fl/fl^ CreER^T2^ bone marrow (BM) cells were mixed with CD45.1 wild type (WT) competitor BM cells at 1:1 ratio, and then transplanted into lethally irradiated CD45.1 WT mice. Eight weeks later, *Hdac3* deletion was induced by Tamoxifen treatment. To generate DCs from progenitors in vivo, 10^4^ LSKs or CD115^−^CDPs were sorted from *Hdac3*^fl/fl^ or *Hdac3*^fl/fl^ CreER^T2^ mice after Tamoxifen treatment, and then were transplanted into lethally irradiated CD45.1 WT mice mixed with 2×10^5^ CD45.1 BM cells. Three weeks (for LSKs) or 10 days (for CD115^−^CDPs) post reconstitution, BM cells and enriched DC preparations were analyzed. To examine DC differentiation potential of HDAC3-deficient progenitors in the long-term, lethally irradiated CD45.1 WT mice were reconstituted with untreated BM of CD45.2 *Hdac3*^fl/fl^ or *Hdac3*^fl/fl^ CreER^T2^ mice. Eight weeks later, *Hdac3* deletion was induced by Tamoxifen and BM cells and splenocytes were analyzed three weeks post treatment.

### Retrovirus production and infection

Retroviral supernatants with pMYS-iresGFP, pMYS-HDAC3(WT)-iresGFP, pMYS-HDAC3(Y298F)-iresGFP were centrifuged onto RetroNectin (Takara)-coated plates for 2 hr at 2000 *g* at 32 °C. Sorted BM Lin- cells were cultivated with the virus in the presence of IL-3, IL-6 and SCF for 48 hours. GFP + cells were then sorted.

### Cleavage under targets and tagmentation (Cut & Tag) analysis

The Hyperactive In-Situ ChIP Library Prep Kit was purchased from Vazyme, and libraries were generated following the manufacturer’s instructions. Briefly, 1×10^5^ BM pDCs sorted from *Hdac3*^fl/fl^ control or *Hdac3*^fl/fl^ CreER^T2^ littermates were bound to beads and were subjected for immunoprecipitation with primary anti-H3K27ac antibody (Active Motif) at 4 °C overnight. A secondary anti-rabbit antibody (Abcam) was then added and incubated under gentle agitation at room temperature (RT) for 1 hr. Cells were then washed and incubated in Dig-300 buffer with 0.04 μM hyperactive pG-Tn5 transposon at RT for 1 hr. Cells were washed and then incubated in 100 μl of tagmentation buffer (10 mM MgCl2 in Dig-300 buffer) at 37 °C for 1 hr. Reaction was stopped by addition of SDS, EDTA and proteinase K and incubated at 55 °C for 1 hr and then DNA were extracted. For library amplification, 24 μL of DNA was mixed with 10 μL 5×TruePrep Amplify Buffer (TAB), 1 μL TAE, and 5 μL barcoded i5 and i7 primers and amplified for 20 cycles. PCR products were purified with VANTS DNA Clean beads (Vazyme). Libraries were sequenced on an Illumina NovaSeq platform.

### RNA extraction and quantitative RT-PCR

RNA of sorted cells was extracted by TRIzol Reagent (Invitrogen), and cDNA was reversely transcribed using PrimeScript RT Master Mix (Takara). For quantitative RT-PCR, PowerUp SYBR Green Master Mix (Applied Biosystems) was used, and samples were run on an HT7900 (Applied Biosystems) quantitative PCR machine. Gene expression was normalized to the expression of house-keeping gene Actin. Primers used: *Hdac3*: (forward) 5’-TGATCGTCTTCAAGCCTTAC-3’ (reverse) 5’-TTGGTGAAACCCTGCATAT-3’, *Batf3*: (forward) 5’-GGAACCAGCCGCAGAG-3’, (reverse) 5’-GCGCAGCACAGAGTTCTC-3’, *Spi1*: (forward) 5’-ATGTTACAGGCGTGCAAAATGG-3’, (reverse) 5’-TGATCGCTATGGCTTTCTCCA-3’, Zfp366 (forward) 5’-CTTCCTGCCCAAGCAGCCCC-3’ (reverse) 5’-GGCACTGCCAGCGCTTCTGA-3’, *Id2* (forward) 5’-ACCAGAGACCTGGACAGAAC-3’ (reverse) 5’-AAGCTCAGAAGGGAATTCAG-3’, *Zbtb46*: (forward) 5’-GACACATGCGCTCACATACTG-3’ (reverse) 5’-TGCACACGTACTTCTTGTCCT-3’, *Tcf4*: (forward) 5’-CGAAAAGTTCCTCCGGGTTTG-3’ (reverse) 5’-CGTAGCCGGGCTGATTCAT-3’, *Siglech*: (forward) 5’-ggaaccaacctcacctgtca-3’ (reverse) 5’-agagacatgggctgtggagt-3’, *Ly6d*: (forward) 5’-cctcagcctgctcactgtta-3’ (reverse) 5’-caagggaaattccaagcagt-3’, *Actin*: (forward) 5’-ATGCTCCCCGGGCTGTAT-3’ (reverse) 5’-CATAGGAGTCCTTCTGACCCATTC-3’

### Protein extraction and western blot analysis

Sorted DC subsets were lysed in cold RIPA Lysis Buffer (Beyotime Biotechnology) supplemented with protease inhibitor cocktail (Roche), phosphatase inhibitor cocktail (Bimake), and SDS loading buffer (Beyotime Biotechnology). Total protein was denatured and loaded into the SDS-PAGE, and then transferred to PVDF membranes. After blocking, primary antibodies were hybridized overnight (HDAC3, 10255–1-AP, ProteinTech; β-actin, 3700, CST) and then secondary antibodies. Imaging was carried out with Amersham Imager 600 System (GE).

### ChIP-qPCR analysis of HDAC3 binding sites in BM pDCs

ChIP-qPCR analysis were performed using formaldehyde fixed purified BM pDCs with ChIP-IT Express Chromatin Immunoprecipitation Kits (53035, Active Motif, USA) according to the manufacturer’s instructions. Briefly, sorted BM pDCs were fixed using 1% formaldehyde for 10 min and quenched with 10×glycine in the kit. Then cells were washed with PBS for 3 times and resuspended using ChIP lysis in the kit. After centrifuged at 2000 rpm for 5 min, the cells were the lyzed in digest buffer with proteinase inhibitor cocktail and phosSTOP (Roche, Switzerland) on ice. Then the cells were sonicated using Bioruptor Pico sonication device (Diagenode, Belgium) with 30 s on/ 30 s off for 5–6 cycles at 4 °C, and then add enzymatic shearing cocktail to the system and incubated at 37 °C for 8 min, reaction was stopped by adding of EDTA and the cell lysate was centrifuged at 12,000 rpm for 10 min. Before diluted in ChIP dilution buffer (with proteinase inhibitor cocktail and phosSTOP) appropriate volume of supernatant was collected as 20% Input. Then the sample were divided into two equal volumes and antibody of HDAC3 (85057 S, CST, USA) or normal rabbit IgG (2729 S, CST, USA) was added according to the antibody instruction and incubated at 4 °C overnight. Then 10 μl of pre-washed Magna ChIP Protein A+G Magnetic Beads (16–663, Millipore, USA) were added to each sample respectively and incubated for 2.5 hr. Then the beads were washed sequentially with low salt buffer, high salt buffer and TE buffer at 4 °C, the beads were then washed by TE buffer again and then remove the entire supernatant. Then the beads sample and input were added 172 μl TE buffer, 10 μl 10% SDS and 8 μl 5 M NaCl, and incubated at 65 °C overnight shaking vigorously. RNase A in the kit were then added and incubated at 37 °C for 15–30 min followed by adding the proteinase K (20 mg/ml) to the system and incubated at 55 for 1 hr. The beads were then removed and DNA fragments in the supernatants were extracted using MinElute PCR Purification Kit (28004, Qiagen).

Quantitive Real time PCR were performed with primers:

*Zfp366*-primer1: (forward) 5’-CTTTGGATCGGGACTGGACC-3’,

(reverse) 5’-TGAATGGGGAGCCATAGGGA-3’;

*Zfp366*-primer2: (forward) 5’-GTGCTGGGGTTTCAAAGCAG-3’,

(reverse) 5’-GGGCTAACCAAGAGGGAACC-3’;

*Zfp366*-primer3: (forward) 5’-GCCACCACAAAGAACCACAC-3’,

(reverse) 5’-GAGCTGGGCCCAAATCATCT-3’;

*Zbtb46* primer1: (forward) 5’- GAGGAACAAGGTAGCCCCAG-3’,

(reverse) 5’-CCCATACACCACTTGCCCTT-3’;

*Zbtb46* primer2: (forward) 5’-TCACATCTGGGTGGGATTGC-3’,

(reverse) 5’-TCCGTTGCTGTCACGGTTTA-3’;

*Zbtb46* primer3: (forward) 5’-CTTGCCTAGCACCCAGCTAA-3’,

(reverse) 5’-GCAAACCCATCCAATGCTCC-3’;

*Batf3* primer1: (forward) 5’-TGCACAGCAAGTTCTAGCGA-3’,

(reverse) 5’-TCCCCAAACCAACGTTCACA-3’;

*Batf3* primer2: (forward) 5’-GGGGCAGAAGTTTGTGAACG-3’,

(reverse) 5’-GTCAGGCCCTGTGTTCCATA-3’.

### Statistical analysis

Analysis of all data was done with unpaired two-tailed Student’s *t*-test (Prism, GraphPad Software). p<0.05 was considered significant. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001.

## Data Availability

For original data, please contact  RNA sequencing data are available at NCBI GEO Datasets under accession GSE197207, methods were described. Cut & Tag data are available at NCBI GEO Datasets under accession GSE197212, methods were described. The following datasets were generated: WuL ZhangY HeZ 2022Genome-wide maps of H3K27ac in HDAC3 knockout bone marrow pDCs compared with control pDCsNCBI Gene Expression OmnibusGSE197212 WuL ZhangY HeZ 2022Next Generation Sequencing of transcriptomes to reveal the role of HDAC3 in regulating the development of LMPP and CD115- CDP and bone marrow pDCsNCBI Gene Expression OmnibusGSE197207

# Supplementary material for: Regulation of pDC fate determination by histone deacetylase 3
**Source:** eLife. 2023 Nov 27;12:e80477. doi: 10.7554/eLife.80477
**Supplement:** Figure 1—figure supplement 2—source data 1.

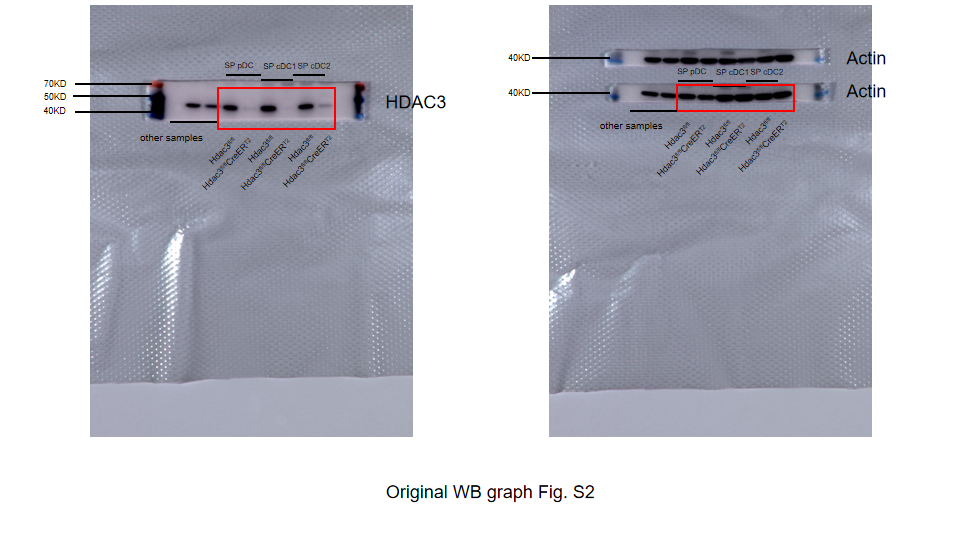

Another gel

**Figure 1 - figure supplement 2D - source data 1.** Western blot of HDAC3 knockout efficiency in *Rosa26*-CreER^T2^ induce HDAC3 conditional knockout splenic DC subsets.

# Supplementary material for: Regulation of pDC fate determination by histone deacetylase 3
**Source:** eLife. 2023 Nov 27;12:e80477. doi: 10.7554/eLife.80477
**Supplement:** Figure 5—figure supplement 1—source data 1.

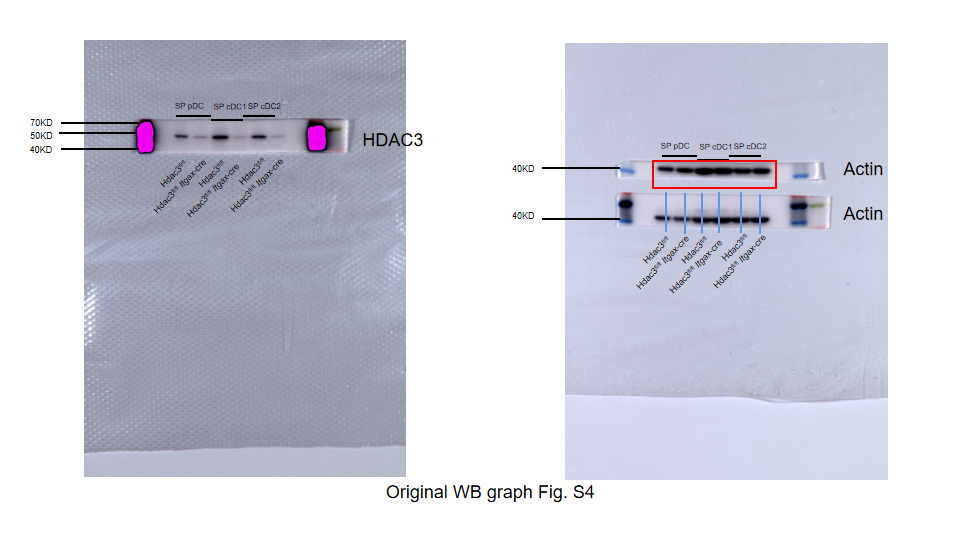

Another gel

**Figure 5 - figure supplement 1B - source data 1.** Western blot of HDAC3 knockout efficiency in *Itgax*-Cre induce HDAC3 conditional knockout splenic DC subsets.

How the deposited data were processed for this re-analysis (not part of the article)

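RNA-seq data from LMPPs, CD115-CDPs and BM pDCs of tamoxifen-treated *Hdac3* fl/fl and *Hdac3* fl/fl CreER T2 mice were analysed, 3 cell types with 2 libraries per genotype. Genotypes were taken from the submitters' sample labels. Mice received tamoxifen for 5 days and cells were taken 7 days after the last dose. CUT&Tag and qRT-PCR data were not analysed here. The submitters' processing notes name Bowtie2, RSEM and the mouse genome build mm10, and their versions and roles are not given in the sources used here.

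For LMPPs and CD115-CDPs, the authors deposited tables of FPKM per gene and library. For BM pDCs, the authors deposited an expected count and FPKM per gene. The authors also deposited TPM, scaled within each library, for BM pDCs, which was not used here. Each unit was checked against the values of its table. The expected counts summed to 1.84e+07 and 1.81e+07 in the control and 1.83e+07 and 1.85e+07 in the HDAC3-deficient BM pDC libraries. The FPKM tables give no read totals, so the depth of the LMPP and CD115-CDP libraries is not known. FPKM summed to 596771 to 707128 in the LMPP libraries, 545870 to 577763 in the CD115-CDP libraries and 467172 to 491608 in the BM pDC libraries. Rows were joined to gene symbols by NCBI Gene ID, which matched 16374 of 17445 rows for LMPPs, 15960 of 16821 for CD115-CDPs and 16778 of 16896 for BM pDCs. The CD115-CDP table holds no symbols of its own. The authors named 1030 LMPP rows and 837 CD115-CDP rows as transcripts without a known gene.

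FPKM values of LMPPs and CD115-CDPs were analysed as log2(FPKM + 0.5), for genes with at least 1 FPKM in at least 2 of the 4 libraries. HDAC3-deficient and control libraries were compared within each cell type with limma 3.58.1 (lmFit, then eBayes with trend and without robust moderation) in R 4.3.3. A fold change on this scale is pulled toward 0 for genes near 0.5 FPKM. For BM pDCs, rounded expected counts were compared with edgeR 4.0.16 (filterByExpr, TMM factors, glmQLFit and glmQLFTest), a switch that had been written for count files before the data were examined. Tests were two-sided with Benjamini-Hochberg correction over all tested genes, and a call is an adjusted p under 0.05. Means and SDs are of FPKM over 2 libraries, and single genes are given with the SE of their log2 change from the model. DESeq2 1.42.0 was run on the BM pDC counts as an alternative. Tables were read with Python 3.11.15 and pandas 2.3.3, and drawn with matplotlib 3.10.9.

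Gene sets were 27 lists written from general knowledge before the deposited tables were examined, and they are not the members of any database. The paper and its supplementary values for BM pDCs had been read by then. Some lists hold genes that the paper reports as changed, such as *Batf3* and *Id2* (cDC1) and *Mpo* and *Ctsg* (granulocyte progenitor). Tests of those lists are therefore not independent of the paper's results. They were tested with camera at its preset correlation of 0.01, with Benjamini-Hochberg correction over the lists of a cell type. Lists with fewer than 5 tested genes are only described. Alternatives were camera with an estimated correlation and fry. With an estimated correlation, p rose even where the estimate lay below the preset 0.01. For B-cell genes in LMPPs the estimate was −0.17 and the unadjusted camera p went from 0.0056 to 0.10. With 2 libraries per genotype, 0 lists passed this alternative in any cell type. Failing it therefore does not show that correlation among genes accounts for a result. Camera tests a list against the other genes, and fry tests it against no change. Members are counted at an adjusted p under 0.05 over all genes and again with the correction over the list alone. KEGG terms were not tested. Shared calls and the hematopoietic lineage list were tested with Fisher's exact test, and log2 changes were correlated across genes without a p value. Fisher's exact test treats genes as independent, which they are not, so its p values do not measure variation between libraries. Sex-linked genes were listed to compare the sexes of the mice, and 0 of 4 tested genes had a call in LMPPs and 0 of 4 in BM pDCs. CDK inhibitor genes numbered 4 in LMPPs, where *Cdkn1a* rose and *Cdkn2c* fell. Of 16 histone deacetylase and corepressor genes in LMPPs, *Hdac3* and *Hdac11* fell and 0 rose by limma.

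Single genes were named by a rule written before the data were examined. It takes the genes that the paper names for a cell type, the 5 largest rises and 5 largest falls among calls whose HDAC3-deficient libraries both lay on the same side of both controls, up to 4 members with the smallest p of each list, and the class I *Hdac* genes. The authors' supplementary values for BM pDCs had been seen when this rule was written. Other genes are marked as chosen after their values were seen. Some genes that the rule selects are not reported here. Gene coordinates, exons and primer positions were read from a GRCm38 annotation.

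The procedure was tested on simulated data with 200 changed genes in each of 20 simulations, built from the spread of each cell type. Of genes changed 2-fold, 73.4% were recovered in LMPPs, 1.05% in CD115-CDPs and 76.7% in BM pDCs. Of genes changed 4-fold, 99.7%, 32.3% and 92.4% were recovered. False calls made up 6.89%, 9.76% and 10.4% of the calls, above the 5% that the threshold aims at. A list moved as a whole was called in 20 of 20 simulations, and 0 of 400 unmoved lists were called. Correlation between genes was not simulated, whereas it was estimated at 0.66 for immediate early genes in LMPPs and 0.97 for erythroid genes in BM pDCs. The 0 of 400 therefore does not measure false list calls in these data. Calls in the data, 2576 in LMPPs and 5611 in BM pDCs, also far outnumbered the 200 simulated changes.

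Alternatives set before the data were examined were other pseudocounts (0.1 and 1), no filter on low values, a minimum of 5 FPKM, median-ratio and quantile scaling, equal FPKM totals, limma without the trend or with robust moderation, the paper's thresholds, a replicate block, and leaving out each library in turn. For BM pDC counts they also included DESeq2, library totals without TMM, median-ratio factors and limma on FPKM.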

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

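The list tests and their alternatives, and the tests of scaling and of detection on the share of lower genes in LMPPs, were set before their results were seen, and the tests of explanations for the immediate early and cDC1 genes were chosen only after the result they bear on was seen. Genes and lists are given here when all HDAC3-deficient libraries of a cell type moved one way and all those of another cell type moved the opposite way, with at least 0.5 in log2 for a gene. Only genes that the paper names and lists that passed camera were considered, so this was no screen of all genes. Between LMPPs and BM pDCs alone, 47 genes higher and 291 lower in LMPPs had opposite calls. The difference between cell types was not tested, and no single gene passed the test in CD115-CDPs.

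Several cDC genes were higher in HDAC3-deficient BM pDCs and lower in HDAC3-deficient CD115-CDPs. The log2 change of *Batf3* was 4.73 in BM pDCs and −2.79 in CD115-CDPs, that of *Id2* 3.55 and −1.63, and that of *Zbtb46* 3.43 and −1.28. *Zfp366* was at 5.72 and −1.87, *Clec9a* at 2.18 and −0.91, and *Spi1* at 1.64 and −0.79. *Csf1r* was at 1.18 and −1.61, and the corepressor gene *Cbfa2t3* at 0.83 and −0.58. The cDC1 list had a median of 0.64 in BM pDCs and −1.09 in CD115-CDPs. The MHC class II list had a median of 0.27 in BM pDCs, −1.38 in CD115-CDPs and −0.81 in LMPPs.

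*Egr1*, *Fos* and *Hspa1a* were higher in HDAC3-deficient BM pDCs and lower in the progenitors. *Egr1* changed by 1.88 in BM pDCs, −1.55 in CD115-CDPs and −3.87 in LMPPs. *Fos* changed by 0.80, −1.14 and −2.30, and *Hspa1a* by 0.98, −1.35 and −5.34 in the same order. The immediate early list had a median of 0.75 in BM pDCs and −1.68 in LMPPs. In BM pDCs, 14 of 20 immediate early genes rose and *Socs3* alone fell by edgeR, *Socs3* being named after its value was seen (camera, adjusted p = 2.2e-05; adjusted p = 0.48 with an estimated correlation; 0.053 with fry). In CD115-CDPs the immediate early list did not pass (camera, adjusted p = 0.12), though it passed in 4 of 16 processing settings. Of 11 heat shock genes in BM pDCs, 5 rose and 4 fell, and that list did not pass (camera, adjusted p = 0.58).

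Lineage genes differed between the other cell types. *Cox6a2* was at 0.53 in LMPPs, against −1.60 in CD115-CDPs and −2.61 in BM pDCs. *Irf8* was at 0.67 in LMPPs and −1.52 in CD115-CDPs, and *Meis1* at −1.36 and 0.51. *Lyz2*, the lysozyme gene, was at −1.23 in LMPPs and 1.92 in CD115-CDPs, and *Itgam* at −0.74 in LMPPs and 3.98 in BM pDCs. The hematopoietic lineage list had a median of −0.50 in LMPPs and 0.35 in BM pDCs. The stem and multipotent progenitor list had a median of −1.15 in LMPPs and 0.21 in CD115-CDPs. In CD115-CDPs that list passed (camera, adjusted p = 0.018; adjusted p = 0.36 with an estimated correlation), but not without HDAC3-deficient library 1 (adjusted p = 0.15).

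Lists that the paper does not discuss also passed camera. The erythroid list had a median log2 change of 1.46 and the LXR target list of 0.14 in BM pDCs (adjusted p = 0.71 and 0.48 with an estimated correlation). The erythroid median was 0.25 without HDAC3-deficient library 1. The ribosomal protein list had a median of 0.42 in LMPPs (adjusted p = 0.60 with an estimated correlation). In CD115-CDPs, the p53 target list had a median of 0.44 (camera, adjusted p = 0.0055; adjusted p = 0.36 with an estimated correlation) and did not pass without HDAC3-deficient library 1 (adjusted p = 0.12). The heat shock list there had a median of 0.051 (camera, adjusted p = 0.039; adjusted p = 0.36 with an estimated correlation). It did not pass when any of the libraries was left out, at adjusted p from 0.069 without control library 2 to 0.26 without HDAC3-deficient library 1.

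For the immediate early genes, 3 explanations were weighed. Different scaling of the LMPP libraries is argued against, since their median log2 change was −1.59 after rescaling by the median ratio. The hemoglobin-rich control library 1 is argued against, since the median was −2.27 without it. Handling of the cells during sorting could act on these genes, was not recorded, and would move with genotype in each sort. The rise in BM pDCs (median 0.75) shows only that handling would have had to act in opposite directions, so it cannot be told apart from an effect of *Hdac3* loss in each cell type.

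For the cDC1 genes, an effect of HDAC3-deficient CD115-CDP library 2 alone is argued against, since the list median was −1.09 without it. A larger share of granulocyte progenitors, with fewer DC-committed cells, inside the CD115-CDP sort gate is left open, although the paper's gate, of CD117 int Flt3+ cells after removal of CD11b+ and Ly6G+ cells, works against it and the paper shows a profile after sorting. Of 5 genes of granulocyte progenitors (*Mpo*, *Elane*, *Prtn3*, *Ctsg* and *Ms4a3*), 5 had a higher mean in HDAC3-deficient cells, but this had been seen before the test and decides nothing. cDC1s among the sorted BM pDCs are argued against as the whole cause of the rise there. Added cDC1s would bring all their abundant transcripts, and 5 of 21 cDC1 genes fell, with *Cadm1* at −3.47, *Tlr3* at −0.60 and *Xcr1* at 0.07, genes chosen after values were seen. cDC1 precursors, other progenitors or erythroid cells in that sort stay possible.

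For the larger number of lower than higher genes in LMPPs, loss of detection of weakly expressed genes is argued against, since 69.5% of the calls were lower among genes with a mean of at least 10 FPKM. Scaling is left open. The bound written beforehand against it was met, with 70.1% of the calls lower after rescaling by the median ratio. That bound was too narrow, because this rescaling left the median of all genes at −0.13 and quantile normalization gave 52.9%. A loss of transcripts per cell in HDAC3-deficient LMPPs could not be told apart from it, since no spike-in was analysed here.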

How the results depend on the processing

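Only the crossed pairing was chosen after the data had been seen, and the other alternatives were set before the data were examined. In LMPPs, 50 genes rose and 451 fell without a filter on low values, 777 and 874 after quantile normalization, and 32 and 261 at the paper's thresholds, while limma without the trend gave 227 rises. The crossed pairing of LMPP replicates (control 1 with HDAC3-deficient 2, and the reverse) gave 779 rises and 2731 falls, and that of BM pDC replicates 2796 and 2898. The block of equal numbers gave fewer, at 454 and 2094 in LMPPs and 2476 and 2585 in BM pDCs. Calls under a block are thus no evidence that the numbers pair. The crossed pairing was not run for CD115-CDPs. Deviations of equally numbered libraries correlated at −0.10 in LMPPs, 0.24 in CD115-CDPs and −0.20 in BM pDCs. In CD115-CDPs, a replicate block pairing equal numbers gave 102 rises and 291 falls and left *Hdac3* at −3.52 (adjusted p = 1.3e-06), and quantile normalization gave 2 falls. In BM pDCs, the paper's thresholds gave 1127 rises and 709 falls. Lists past camera numbered 14 in LMPPs, 12 in CD115-CDPs and 12 in BM pDCs. With an estimated correlation they numbered 0, 0 and 0, with fry 7 in LMPPs, 0 in CD115-CDPs and 13 in BM pDCs, and at a minimum of 5 FPKM 9 in LMPPs. Calls shared by LMPPs and CD115-CDPs numbered 39 higher and 104 lower with the block, and 2 lower after quantile normalization. Without a filter, log2 changes correlated at 0.278 between LMPPs and CD115-CDPs and at 0.138 between LMPPs and BM pDCs. Leave-one-out settings, in which the lone sample is assumed to vary like the other group, gave 143 to 962 rises and 703 to 3054 falls in LMPPs. They gave 0 to 1608 rises and 0 to 3448 falls in CD115-CDPs, and 1440 to 3446 rises and 1310 to 3559 falls in BM pDCs. *Hdac3* ranged from −2.57 to −1.83 in LMPPs, −5.08 to −1.95 in CD115-CDPs and −1.19 to −1.09 in BM pDCs, where library totals without TMM gave −1.28 with all libraries. Lists ranged from 11 to 16 in LMPPs, 6 to 13 in CD115-CDPs and 11 to 12 in BM pDCs, and shared calls from 0 to 174 higher and 0 to 753 lower. The correlations ranged from 0.233 to 0.391 between LMPPs and CD115-CDPs, 0.148 to 0.221 between LMPPs and BM pDCs, and 0.0447 to 0.228 between CD115-CDPs and BM pDCs. No named gene with a call changed direction. Medians of some lists past camera changed sign, those of ribosomal protein genes in CD115-CDPs from 0.16 to −0.22 without HDAC3-deficient library 1 and −0.06 without control library 2, heat shock genes there to −0.09 without control library 1, unfolded protein response genes in LMPPs to −0.01 at equal FPKM totals, and mitosis genes in LMPPs to 0.16 after quantile normalization, 0.06 with the median ratio and 0.12 without control library 2 or HDAC3-deficient library 2. Across single genes and lists, 4491 comparisons stayed as they were, with a call or without one, 251 lost a call, 237 gained one, and 15 without a call changed sign. Of 94 named genes called in LMPPs, 50 were called in every setting with all libraries and 68 without each library in turn, against 106 and 97 of 109 in BM pDCs. Other pseudocounts and quantile normalization do not apply to the BM pDC counts and were not run there, and DESeq2 was not run for lists.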

Differences from the paper's values

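No test in this part was chosen after its result was seen. The paper reports 2533 genes lower and 206 higher in HDAC3-deficient LMPPs. At its stated thresholds, 257 named genes fell and 30 rose here by limma. The paper does not name the test behind its q values. The LMPP and CD115-CDP tables hold no counts, so a count-based test could not be run. The gap is therefore not separated from a difference between tests. None of the alternatives set before the data were examined came within 1.5-fold of the paper's counts, and they ranged from 0 to 738 falls and from 0 to 90 rises.

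In CD115-CDPs, the paper's Fig. 4I shows about 110 lower and about 88 higher genes, read by eye, and 0 and 0 were called here by limma at the stated thresholds (644 and 332 at an unadjusted p under 0.05). These counts too come from different tests, and in simulations limma recovered only 1.05% of genes changed 2-fold in CD115-CDPs. With a replicate block there were 99 rises, within 1.5-fold of the paper's, and 283 falls, which were not. No other alternative came within 1.5-fold of either count, with 507 falls and 286 rises without HDAC3-deficient library 2. Fig. 4I shows about 64 genes lower and about 21 higher in both progenitors, read by eye, against 0 and 0 here. The replicate block gave 58 shared falls and 17 shared rises. Leaving out HDAC3-deficient CD115-CDP library 1 gave 91 shared falls and 13 shared rises, and leaving out library 2 gave 56 and 11, the rises not within 1.5-fold of the paper's, and the other alternatives did not reach the paper's counts.

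The paper states that *Siglech*, *Ly6c2*, *Ly6d*, *Cd209a* and *Cox6a2* were lower, and *Mpo*, *Ctsg* and *Ms4a3* higher, in HDAC3-deficient CD115-CDPs. None of them passed the test here (limma, adjusted p = 0.11 to 0.39), though all lay on the paper's side. All passed with the replicate block, a pairing that nothing in the sources used here states, and *Ly6d* also passed after quantile normalization. Without HDAC3-deficient library 2, their log2 differences ran from −4.33 for *Cd209a* to 4.22 for *Ms4a3*. Leaving out an HDAC3-deficient library removes the spread between these libraries (r = 0.871), so calls in that setting are no evidence for these genes. The replicate block also called *Csf1r*, which the paper states was lower, and *Tex2*, *Ctsb*, *Il7r*, *Blnk*, *Elane*, *Lyz2*, *Trem3* and *Cdkn1a* of Fig. 4H and Fig. 4I. *Il12rb1* did not pass with the replicate block, and was at 2.49 without HDAC3-deficient library 2. Fig. 4I also places *Cd209a* and *Il7r* among genes lower in LMPPs. They measured 1.05 ± 0.764 and 0.175 ± 0.247 FPKM, and 1.19 ± 0.403 and 0.0100 ± 0.0141 FPKM, in control and HDAC3-deficient LMPPs and were below the filter for testing.

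For BM pDCs, Supplementary file 1 lists 974 higher and 599 lower genes, and 1127 and 709 were found here at the stated thresholds, within 1.5-fold. Outside 1.5-fold were the 630 rises with limma on FPKM and the 916 falls with library totals without TMM. So were the 594 rises and 302 falls at a minimum of 5 FPKM, and the falls without HDAC3-deficient library 1. The other alternatives lay within 1.5-fold. Of the 1573 genes of Supplementary file 1, 1538 were found by name, all 1538 with FPKM equal within 0.005. Of 1527 tested, 1525 were called in the same direction. Fig. 7A places *Tcf4*, *Ly6c1* and *Spib* among genes past a fold change of 2. *Tcf4* and *Ly6c1* fell by less than that here, at −0.62 and −0.64 in log2, and *Spib* had no call over all genes at −0.25 (edgeR, adjusted p = 0.056). *Spib* passed at an adjusted p under 0.05 with DESeq2 (0.024), with limma on FPKM (0.010), with library totals (0.0095), without the abundance trend (0.041), and without HDAC3-deficient library 1 (0.011) or library 2 (0.037). *Tcf4* and *Ly6c1* are not among the genes of Supplementary file 1.

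The axes of Fig. 4F place the HDAC3-deficient LMPPs on the horizontal axis, and the genes labelled there as lower lie on the side of higher values in these cells. Here those genes were lower in HDAC3-deficient LMPPs, as for *Fos* (log2 change −2.30) and *Tsc22d1* (−1.30), in the direction of the paper's text. The title of Supplementary file 1 gives a p limit of 0.5, while the largest q value in it is 0.0500.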

Other observations

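Only the Fisher's exact tests of calls shared by LMPPs and BM pDCs were chosen after the calls had been seen, and genes named after their values were seen are marked. The type I interferon response genes lay below the other genes as a list in HDAC3-deficient cells of all 3 types. In LMPPs, 19 of 24 such genes fell and 0 rose, and all 24 fell when adjusted over the list alone. *Ifih1*, a sensor gene of viral RNA, fell from 11.7 ± 2.18 FPKM in controls to 3.19 ± 0.601 FPKM (log2 change −1.72; limma, adjusted p = 4.0e-04). The list lay below the other genes (median −1.04; camera, adjusted p = 3.1e-09; adjusted p = 0.60 with an estimated correlation), and did not pass with fry (adjusted p = 0.056). In BM pDCs, 13 of 22 fell and 4 rose, with *Ifit3* at −2.08 and *Oas3* at 1.68 (median −0.69; camera, adjusted p = 0.0070; adjusted p = 0.62 with an estimated correlation; 0.061 with limma on FPKM and 0.073 with fry). In CD115-CDPs, 24 were tested, and *Irf7*, the regulator of interferon production in pDCs, went from 54.9 ± 12.6 to 20.99 ± 5.80 FPKM without a call. That list lay below the other genes (median −0.85; camera, adjusted p = 0.0020; adjusted p = 0.36 with an estimated correlation), but did not pass without HDAC3-deficient library 1 (adjusted p = 0.075).

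Among the granulocyte progenitor genes of LMPPs, *S100a8*, a calprotectin subunit gene, fell from 261 ± 77.1 to 15.3 ± 8.22 FPKM, and *Camp*, the cathelicidin gene, from 52.4 ± 19.1 to 2.85 ± 1.64 FPKM. Cell division genes were mixed in LMPPs, where 6 of 30 mitosis genes rose and 1 fell by limma. *Aurka* rose from 57.3 ± 7.55 to 111 ± 1.62 FPKM. The mitosis list had a median of −0.05 and a mean of 0.08, and lay above the other genes, whose median was lower (camera, adjusted p = 0.0035; adjusted p = 0.60 with an estimated correlation). It did not pass without control library 1 (adjusted p = 0.13) or with fry (0.60). Of 82 ribosomal protein genes in LMPPs, 10 rose and 0 fell, 9 and 0 over the list alone, and the list lay above the other genes (camera, adjusted p = 4.9e-19; adjusted p = 0.60 with an estimated correlation; 0.24 with fry).

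In BM pDCs, *Abca1*, a cholesterol transporter gene, rose from 0.335 ± 0.0354 to 6.16 ± 0.297 FPKM. Of 19 LXR target and lipid genes, 6 rose, 2 fell and 11 had no call by edgeR, the rises including *Abcg1* at 1.84 and *Mylip* at 1.02. The list passed (camera, adjusted p = 0.0070; adjusted p = 0.48 with an estimated correlation), but not with limma on FPKM (adjusted p = 0.067) or without a filter on counts (0.067). In CD115-CDPs, *Abcg1* went from 33.3 ± 6.75 to 148 ± 109 FPKM without a call. Ribosomal protein genes numbered 81 in BM pDCs, of which 29 rose and 3 fell, and the list lay above the other genes (camera, adjusted p = 0.0070; adjusted p = 0.77 with an estimated correlation). It did not pass without HDAC3-deficient library 2 (adjusted p = 0.14) or with fry (0.26). B-cell genes moved both ways in BM pDCs, with 7 of 14 lower and *Cd22* and *Blk* higher, *Blk* being named after its value was seen, and the list did not pass (camera, adjusted p = 0.54).

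Among the other lists that passed, 5 of 9 MHC class II genes fell and 0 rose in LMPPs by limma (camera, adjusted p = 0.022; adjusted p = 0.60 with an estimated correlation), but the list did not pass without the trend (adjusted p = 0.095), with weakly expressed genes kept (0.056) or with fry (0.096). Unfolded protein response genes passed narrowly in LMPPs (camera, adjusted p = 0.042; adjusted p = 0.60 with an estimated correlation). *Edem1* was higher, *Ddit3* and *Dnajb9* were lower and 13 of 16 had no call. The list did not pass with the replicate block (adjusted p = 0.0998), after quantile normalization (0.67) or at equal FPKM totals (0.081). It also did not pass among genes with at least 5 FPKM (0.24) or with fry (0.54). Nor did it pass without control library 1 (median 0.18), control library 2 (0.058) or HDAC3-deficient library 1 (0.14). In CD115-CDPs, 8 B-cell genes were tested, of which *Blnk*, *Fcrla* and *Blk* fell over the list alone (median −1.62; camera, adjusted p = 0.0011; adjusted p = 0.36 with an estimated correlation). The 81 ribosomal protein genes of CD115-CDPs lay above the other genes (camera, adjusted p = 4.2e-05; adjusted p = 0.76 with an estimated correlation), but not without control library 2 (0.30) or HDAC3-deficient library 1 (0.98). Lists that did not pass included p53 targets in LMPPs, where 9 of 17 fell and *Cdkn1a* rose (camera, adjusted p = 0.39).

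*Nnt*, a mitochondrial transhydrogenase gene that carries a deletion in the C57BL/6J strain, was chosen after the values were seen. It measured 37.1 ± 0.827 FPKM in control BM pDCs and 9.22 ± 0.651 FPKM in HDAC3-deficient ones, a log2 change of −1.88 (edgeR, adjusted p = 3.3e-05). In CD115-CDPs it measured 48.6 ± 0.594 and 18.9 ± 1.61 FPKM without a call (limma, adjusted p = 0.34). In LMPPs it measured 30.0 ± 3.79 and 31.4 ± 2.58 FPKM without a call. The paper takes the *Hdac3* allele from a B6N stock and CreER T2 from a B6.129 line of The Jackson Laboratory, and names littermates for the BM pDCs of CUT&Tag. It does not say whether the mice of the RNA-seq libraries were littermates or what substrain they carried after these crosses, so differences between genotypes in BM pDCs and CD115-CDPs are not separated from differences in background.

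Of 10037 genes tested in both LMPPs and BM pDCs, 163 rose in both against 96.8 expected (Fisher's exact test, p = 1.7e-13) and 626 fell in both against 405 expected (p = 5.1e-40). Genes are not independent units, so these p values do not measure variation between libraries or mice. Genes with calls in opposite directions numbered 47 higher in LMPPs and 291 lower in LMPPs. The log2 changes of LMPPs and BM pDCs correlated across genes at r = 0.196, and those of CD115-CDPs and BM pDCs at r = 0.137. CD115-CDPs and BM pDCs shared 0 calls among 10313 genes, as no gene had a call in CD115-CDPs by limma, where 332 rose and 644 fell at an unadjusted p under 0.05.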
